# Female Bias in *Rhox6* and *9* Regulation by the Histone Demethylase KDM6A

**DOI:** 10.1371/journal.pgen.1003489

**Published:** 2013-05-02

**Authors:** Joel B. Berletch, Xinxian Deng, Di Kim Nguyen, Christine M. Disteche

## Abstract

The *Rho*x cluster on the mouse X chromosome contains reproduction-related homeobox genes expressed in a sexually dimorphic manner. We report that two members of the *Rhox* cluster, *Rhox6* and *9*, are regulated by de-methylation of histone H3 at lysine 27 by KDM6A, a histone demethylase with female-biased expression. Consistent with other homeobox genes, *Rhox6* and *9* are in bivalent domains prior to embryonic stem cell differentiation and thus poised for activation. In female mouse ES cells, KDM6A is specifically recruited to *Rhox6* and *9* for gene activation, a process inhibited by *Kdm6a* knockdown in a dose-dependent manner. In contrast, KDM6A occupancy at *Rhox6* and *9* is low in male ES cells and knockdown has no effect on expression. In mouse ovary where *Rhox6* and *9* remain highly expressed, KDM6A occupancy strongly correlates with expression. Our study implicates *Kdm6a*, a gene that escapes X inactivation, in the regulation of genes important in reproduction, suggesting that KDM6A may play a role in the etiology of developmental and reproduction-related effects of X chromosome anomalies.

## Author Summary

Homeobox (*HOX*) genes are known to be under epigenetic control during development. Here, we report that two mouse X-linked homeobox genes implicated in reproduction, *Rhox6* and *9*, are activated by the histone demethylase KDM6A that removes methylation at lysine 27 of histone H3. *Kdm6a* is one in a small group of genes that escape X inactivation in mice and humans, and thus has female-biased expression. We found that knockdown of *Kdm6a* affects *Rhox6* and *9* expression specifically in female ES cells. We also demonstrate that high expression of *Rhox6* and *9* in mouse ovary is associated with recruitment of KDM6A to these genes, consistent with a role in a female-specific organ. Furthermore, we demonstrate paternal imprinting of *Rhox6* and *9* in mouse ovary. The findings herein help to understand sex bias in the regulation of reproductive homeobox genes during early development and in ovary. Our findings provide clues into the sex-specific roles played by genes that escape from X inactivation, which may contribute to developmental defects and ovarian dysfunction in individuals with X chromosome abnormalities.

## Introduction

Homeobox (*HOX*) genes are known for their ability to regulate embryogenesis and guide tissue differentiation. These genes encode transcription factors that specify cell identity and regulate many embryonic programs including axis formation, limb development, and organogenesis [1]. Control of *HOX* gene expression via epigenetic modifications that include DNA methylation and histone modifications is critical to this process. Notably, tri-methylation of lysine residue 27 of histone H3 (H3K27me3) plays a major role in repression of *HOX* genes [2]. The histone demethylase KDM6A (also known as UTX) removes H3K27me3 from *HOX* genes to restore their activity [3]. KDM6A contains a tetratricopeptide motif predicted to mediate protein-protein interactions [4], and is a member of a stable multi-protein complex that not only de-methylates H3K27me3 but also methylates lysine 4 at histone H3 to facilitate gene expression [5], [6]. Different protein partners modulate KDM6A recruitment to specific chromatin regions since ectopic *KDM6A* expression does not result in significant reduction of genome-wide H3K27me3 levels but rather targets specific genes [3], [7], [8], [9]. For example, KDM6A regulates muscle-specific genes during myogenesis and is necessary for proper cardiac cell differentiation [10], [11]. KDM6A mutations have been discovered in patients with Kabuki syndrome, a rare syndrome associated with distinct facial features, intellectual disability, growth retardation, and skeletal anomalies [12], [13]. Recent studies have also implicated *KDM6A* as a candidate tumor suppressor gene whereby ectopic expression leads to enhanced expression of the *RB* (retinoblastoma) and *RBL2* (retinoblastoma-like 2) genes [14]. *KDM6A* inactivating mutations have been discovered in acute promyelocytic leukemia and multiple other cancer types [15], [16], [17].

A large set of homeobox genes clustered on the X chromosome has been implicated in male and female reproduction. In mouse, this cluster called *Rhox* (reproductive homeobox X-linked) contains 33 adjacent genes organized into three sub-clusters: α, β, and γ [18]. The *Rhox* cluster evolved at a rapid pace in mammals: the rat cluster contains 11 genes, and the human cluster, only 3 genes. In mouse, members of each paralog family have nearly identical sequences and are thus considered to be functional, although few members have been studied in detail [18]. *Rhox* genes are selectively expressed in male and female reproductive tissues, including testis, ovary, and placenta [19]. Similar to other homeobox genes, *Rhox* genes are also expressed during early embryonic development [19], [20], [21], [22], [23]. Little is known about the biological significance of individual paralogs.

Epigenetic regulation of the *Rhox* gene cluster has been mainly focused on DNA methylation and histone H1 control in placenta and during embryonic development [24], [25]. It is unknown whether other histone modifications control *Rhox* expression and what histone modifiers might be responsible. An important contender is KDM6A, which is known to regulate the *HOX* cluster [3]. Interestingly, KDM6A is encoded by an X-linked gene that escapes X inactivation in somatic tissues of human and mouse [26], [27], [28]. Expression of most X-linked genes in somatic tissues is equalized between males (XY) and females (XX) by random silencing of one X chromosome in early development [29]. Genes that escape X inactivation represent exceptional genes with higher expression in females versus males, suggesting that they may be important for female-specific functions [29], [30], [31].

To explore the potential role of KDM6A in the sex-specific regulation of *Rhox* genes, chromatin analyses were done to follow KDM6A recruitment to the *Rhox* cluster in male and female ES cells. We focused on *Rhox6* and *9*, two members of the *Rhox* cluster we discovered to be most affected by *Kdm6a* knockdown. KDM6A was specifically recruited to *Rhox6* and *9* in female but not male ES cells, resulting in removal of the repressive histone mark H3K27me3 and in increased expression. KDM6A was also bound to *Rhox6* and *9* in ovary where these genes are highly expressed. We conclude that KDM6A is important for removal of a repressive histone mark at the bivalent promoters of *Rhox6* and *9* to facilitate their expression in female ES cells and in ovary.

## Results

### *Rhox6* and *9* and *Kdm6a* are expressed in a sexually dimorphic manner

*Rhox6* and *9* expression levels were significantly higher in undifferentiated female versus male ES cells (Figure 1A). Expression was measured using quantitative RT-PCR (qRT-PCR) in two female (PGK12.1 and E8) and two male (WD44 and E14) ES cell lines before and after differentiation. ES cell differentiation and embryoid body formation were induced by removal of LIF (leukemia inhibitory factor). *Rhox6* and *9* primers were verified to be gene-specific by cDNA sequencing (Figure S1). Sex-specific differences persisted to day 2 of ES cell differentiation (Figure 1B). Analyses of sexed 8-cell pre-implantation embryos confirmed higher female than male expression of *Rhox6* and *9* in early development in vivo (Figure S2A). Furthermore, re-analyses of published microarray expression data [32] revealed a female bias in *Rhox6* and *9* expression at later embryonic stages (11.5–13.5 dpc) in both germ cells (at all stages) and somatic cells (at 12.5–13.5 dpc) (Figure 1C). Note that expression was much higher in germ cells compared to somatic cells.

**Figure 1:**
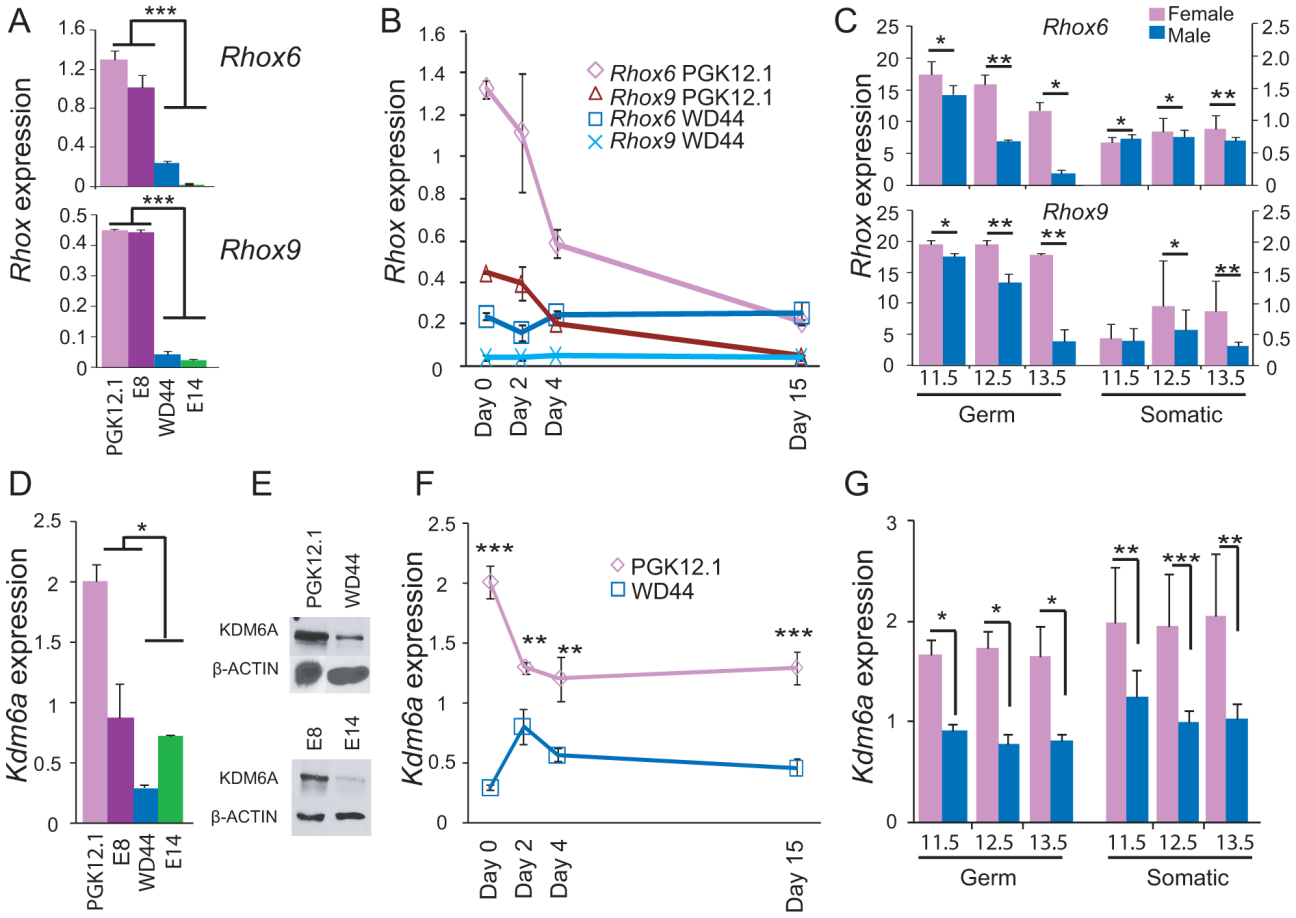
Sexual dimorphism of *Rhox6* and *9* and *Kdm6a* expression in ES cells and embryos. (A) *Rhox6* and *9* expression measured by qRT-PCR is higher in female (PGK12.1 and E8) than male (WD44 and E14) undifferentiated ES cells (***p<0.0001). Gene expression was normalized to *18s* levels. (B) *Rhox6* and *9* expression measured by qRT-PCR in female PGK12.1 ES cells and in male WD44 ES cells during ES cell differentiation. Gene expression was normalized to *18s* levels. (C) Re-analyses of published expression array data in germ cells and somatic cells in sexed embryos (11.5–13.5 dpc) shows higher *Rhox6* and *9* expression in female than male embryos (*p<0.05, **p<0.001) (see also Figure S2A). Endothelial, mesenchymal, and follicle cells were analyzed together as somatic cells (12 samples total). Values were normalized to the array mean. (D) *Kdm6a* expression measured by qRT-PCR is higher in female (PGK12.1 and E8) than male (WD44 and E14) undifferentiated ES cells (*p<0.05). Gene expression was normalized to *18s* levels. (E) Western blot analysis confirms higher protein levels in female (PGK12.1 and E8) versus male (WD44 and E14) ES cells. β-ACTIN is used as a control. (F) *Kdm6a* expression measured by qRT-PCR in female PGK12.1 ES cells and in male WD44 ES cells is higher in undifferentiated female than male ES cells throughout differentiation (**p<0.001, ***p<0.0001). Gene expression was normalized to *18s* levels. (G) Re-analyses of published expression array data in germ cells and somatic cells in sexed embryos (11.5–13.5 dpc) shows higher *Kdm6a* expression in female than male embryos (*p<0.05, **p<0.001, ***p<0.0001). Endothelial, mesenchymal, and follicle cells were analyzed together as somatic cells (12 samples total). was higher. Values were normalized to the array mean.

A female bias in *Rhox6* and *9* expression in ES cells was unexpected because these genes are solely expressed from the maternal allele due to paternal imprinting [25]. Thus, the significantly higher expression we observed in undifferentiated female versus male ES cells (>6-fold for *Rhox6* and >10-fold for *Rhox9*, respectively) must be due to another factor (Figure 1A). Interestingly, levels of the histone demethylase KDM6A known to play a role in HOX gene regulation were approximately two-fold higher in female compared to male ES cells as measured by qRT-PCR and western blot analyses (Figure 1D, 1E). This sex bias initially due to the presence of two active X chromosomes in undifferentiated female ES cells [33], [34] persisted throughout differentiation and at later embryonic stages, as expected for a gene that escapes X inactivation (Figure 1F, 1G). To determine whether KDM6A was involved in the sex-specific regulation of *Rhox6* and *9* we measured occupancy using chromatin immunoprecipitation (ChIP) in male and female ES cells. KDM6A occupancy at the 5′ end of *Rhox6* and *9* was greater in undifferentiated female than male ES cells as measured both by quantitative PCR (ChIP-qPCR) and by array analysis (ChIP-chip) (Figure 2A and Figure S2B). At day 2 of differentiation the female bias in KDM6A occupancy persisted, but following differentiation (day 15) KDM6A occupancy decreased (Figure 2C and S2B). These results are in agreement with the observed timing of changes in *Rhox6* and *9* expression (Figure 1B). Furthermore, we observed corresponding changes in levels of H3K27me3, the histone modification removed by KDM6A. By ChIP-qPCR H3K27me3 enrichment mirrored changes in KDM6A occupancy at *Rhox6* and *9* in female PGK12.1 ES cells during differentiation (Figure 2D). Quantitative analysis of H3K4me3 enrichment at *Rhox6* and *Rhox9* promoters revealed higher enrichment in female than male ES cells, as well as a decrease during differentiation correlating with expression changes (Figure 2B, Figure 1A and 1B).

**Figure 2:**
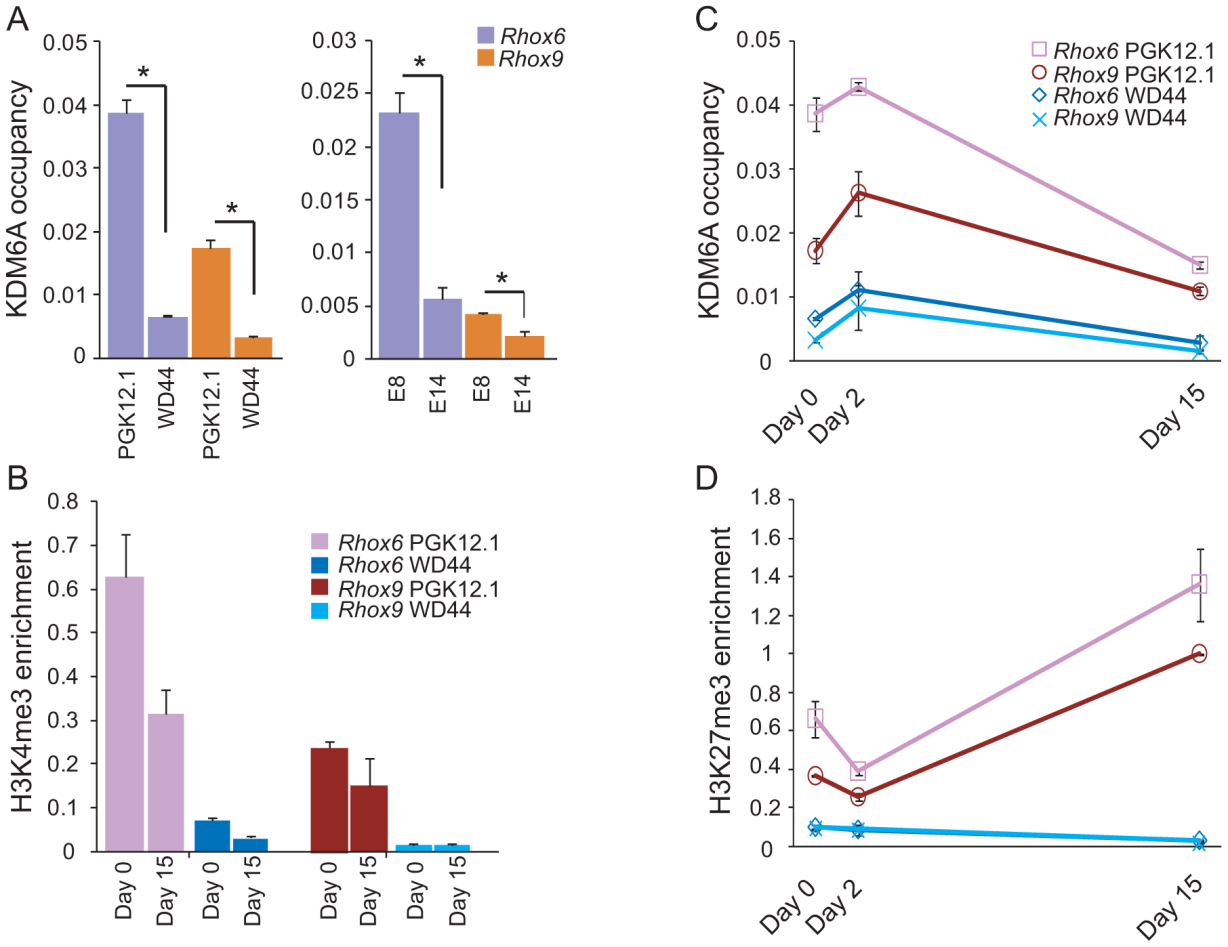
KDM6A is preferentially recruited to *Rhox6* and *9* in female ES cells. (A) ChIP-qPCR analysis of KDM6A occupancy at the 5′ end of *Rhox6* and *9* is higher in female (PGK12.1 and E8) than male (WD44 and E14) undifferentiated ES cells (*p<0.05). (B) H3K4me3 enrichment during differentiation of female PGK12.1 and male WD44 ES cells shows lower levels in male ES cells and a decrease of between day 0 and 15 in agreement with gene silencing after differentiation of these ES cells (see also Figure 1). (C) KDM6A occupancy at the 5′ end of *Rhox6* and *9* during differentiation of female PGK12.1 ES cells and male WD44 ES cells. (D) H3K27me3 levels at the 5′ end of *Rhox6* and *9* mirror KDM6A occupancy changes. The increase at day 15 is due to X inactivation in female PGK12.1 ES cells (see also Figures S2B, S4, and S6). Average enrichment/occupancy for two separate ChIP experiments is shown as ChIP/input (A, B, C).

During differentiation X inactivation initiates in female PGK12.1 ES cells, as confirmed by increased *Xist* expression and by the appearance of an *Xist* cloud detected by RNA-FISH in interphase nuclei of cells at day 15 (Figure S3) [35]. Concomitantly, H3K27me3 enrichment at *Rhox6* and *9* increased almost 2–3-fold between day 0–2 and day 15 (Figure 2D). This increase was observed over the entire *Rhox* cluster, suggesting that the cluster is subject to silencing possibly by X inactivation (Figure S4) (see below) [29]. In male ES cells, H3K27me3 levels were very low at *Rhox6* and *9* at all time points (Figure 2D). Taken together, our data indicate that KDM6A is specifically recruited to *Rhox6* and *9* in undifferentiated female ES cells, which results in a 6–10-fold higher expression compared to male ES cells.

### KDM6A regulates *Rhox6* and *9* expression in female but not male ES cells

To directly assess the role of KDM6A in regulation of the *Rhox* cluster we performed knockdowns in two female and two male ES cell lines by RNAi. 

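Expression arrays were analysed for PGK12.1, a female mouse ES cell line, and for WD44, a male line of BL6 background. The lines differ in strain as well as in sex, and these cannot be told apart. In each experiment, cells transfected with a pool of siRNAs against *Kdm6a* were set beside cells transfected with siRNAs that have no target. There were 4 such experiments in PGK12.1 and 2 in WD44, with 1 control array and 1 *Kdm6a* RNAi array in each, 12 arrays in all. In PGK12.1 experiments 1 and 2 the siRNAs were given in 2 rounds (double RNAi), 100 pmol for 48 h and then 400 pmol for 24 h, with harvest at 72 h. PGK12.1 experiments 3 and 4 and both WD44 experiments had 1 round of 100 pmol with harvest at 48 h (single RNAi). The methods give 150000 seeded cells and the sample labels 200000. MEF feeder cells were depleted on gelatin before RNAi. E8 and E14 cells were not analysed here. Total RNA was hybridized to Affymetrix Mouse Gene 1.0 ST arrays. The authors processed the arrays with Affymetrix Expression Console and RMA, which corrects the background, aligns the distributions of arrays and summarizes the probes of a probe set, and deposited log2 values of 35556 probe sets. The median log2 value was 6.15 to 6.21 on the arrays of PGK12.1 experiments 1 and 2, 6.47 and 6.48 in experiment 3, 8.2 and 8.21 in experiment 4 and 8.03 to 8.08 in WD44, so the arrays of different experiments were not on 1 scale. Knockdown effects were therefore taken within an experiment, as the log2 value after *Kdm6a* RNAi minus that of its control. Probe sets of a gene were averaged, and of 19951 genes measured, 15340 had a mean level of at least 0.1 of the array mean and were tested with limma. The fit had the experiment as a block, 1 effect of *Kdm6a* RNAi per line and 1 spread shared by the 12 arrays, with Benjamini-Hochberg adjustment and a threshold of 0.05. The number of arrays limits the precision. In simulated data, changes of 0.3 on the log2 scale were recovered for 92.5% of the changed genes in PGK12.1 and for 35.8% in WD44, and changes of 0.5 for 100% and 98.5%. These shares hold for data with many changed genes (67 of each of these sizes), which ease the adjustment, and do not carry over to data where few pass: on the arrays, *Kdm6a* itself did not pass in WD44.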

Using a pool of siRNAs to target multiple regions of *Kdm6a* RNA, we achieved a 60–80% knockdown in ES cells as shown by qRT-PCR and expression array analyses (Figure 3A). 

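*Kdm6a*, which encodes the H3K27 demethylase KDM6A and lies on the X chromosome, was lower on the *Kdm6a* RNAi array than on its control in all 4 PGK12.1 and both WD44 experiments. In PGK12.1 its level decreased by 59.0% ± 7.14 (SD, n = 4 experiments), from 2.19 ± 0.584 to 0.932 ± 0.425 times the array mean. The log2 change was -1.29 (standard error 0.077, adjusted p = 0.000298 from limma), the largest of any gene tested. It was -1.27 and -1.50 in the double RNAi experiments and -1.42 and -0.96 in the single RNAi experiments. In WD44 the level was 47.5% ± 0.515 (SD, n = 2 experiments) below the control, with log2 changes of -0.94 and -0.92, a mean of -0.93 and a 95% confidence interval of -1.17 to -0.69. That value did not pass the adjustment over all genes with limma (adjusted p = 0.131, and 0.00313 to 1 over the alternatives). It passed with a stricter minimum level of 0.25 of the array mean (adjusted p = 0.0224). The change was larger in PGK12.1 than in WD44 by a log2 difference of -0.36 (standard error 0.134), which did not pass the test of the difference between the lines (adjusted p = 0.171 from limma).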

Immunoblots using two different antibodies confirmed a dramatic reduction (70–90%) in the amount of KDM6A protein after 48 h of knockdown (Figure 3A). Specificity of the siRNAs was confirmed using two individual siRNAs, each resulting in a ∼60% knockdown (Figure S5A).

**Figure 3:**
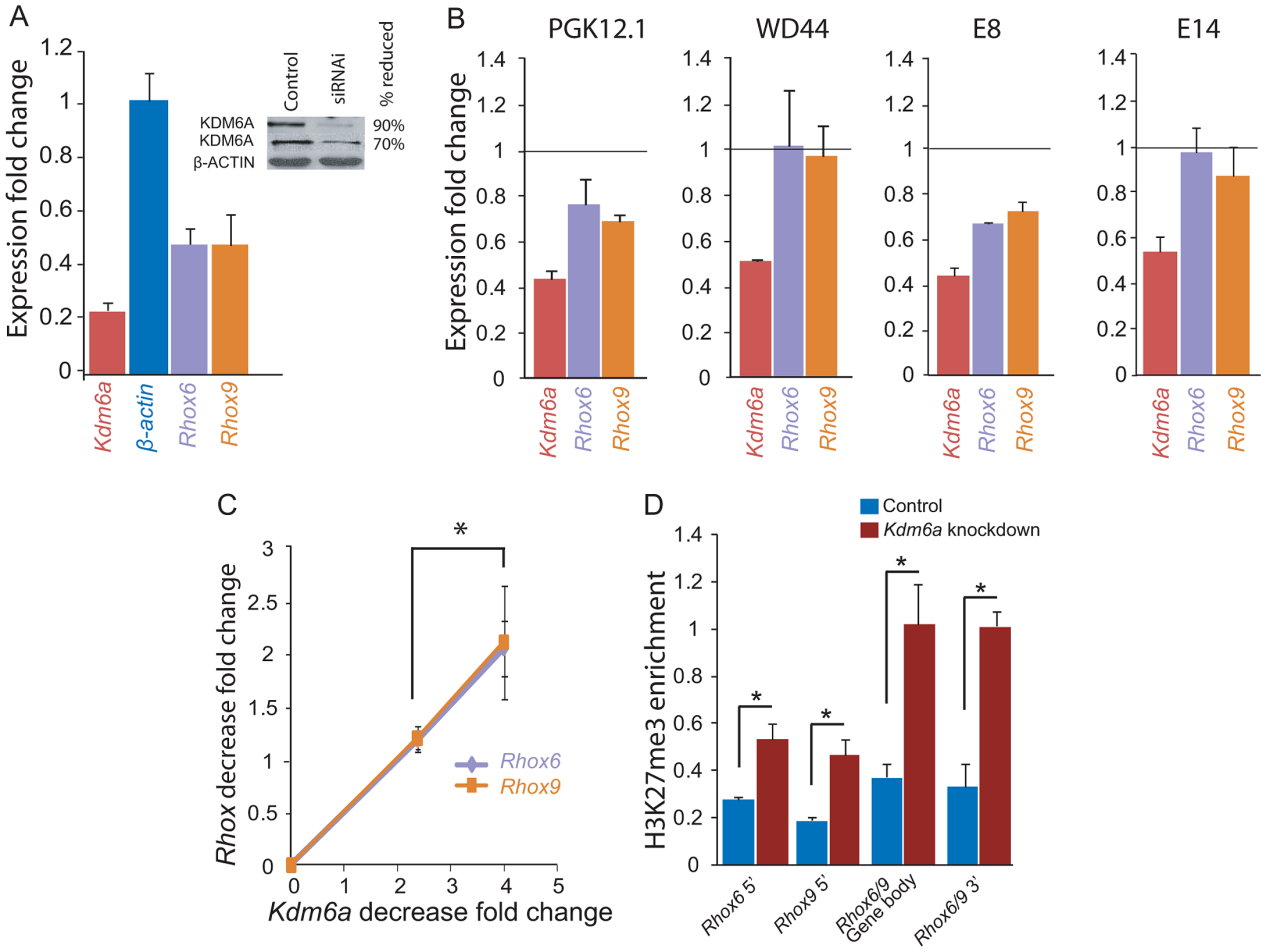
*Kdm6a* knockdown causes a female-specific decrease in *Rhox6* and *9* expression in ES cells. (A) Quantitative RT-PCR after *Kdm6a* knockdown in female PGK12.1 ES cells shows a 75% and a 52% decrease in *Kdm6a* and *Rhox6* and *9* expression, respectively. Expression is shown relative to control levels obtained with scrambled siRNA. Control gene *β-actin* levels are set to 1. The inset shows a western blot using two different KDM6A antibodies, which confirms a ∼70–90% reduction in protein levels. β-ACTIN is used as a control. (B) *Kdm6a* knockdown results in a decrease in *Rhox6* and *9* expression in female (PGK12.1 and E8) but not male (WD44 and E14) undifferentiated ES cells. Expression measured by array analysis (PGK12.1 and WD44) and qRT-PCR (E8 and E14) is shown as fold change compared to the control gene *β-actin*. Array results are from four independent experiments and qRT-PCR results are from three independent experiments. (C) The decrease in *Rhox6* and *9* expression correlates with the level of *Kdm6a* knockdown in a dose dependent manner in PGK12.1 ES cells (*p<0.05). Fold changes in levels of *Rhox6* and *9* measured by expression arrays are shown relative to fold changes in *Kdm6a* levels. (D) *Kdm6a* knockdown results in a significant (*p<0.05) increase in H3K27me3 enrichment at *Rhox6* and *9* 5′end, gene body, and 3′end. ChIP-qPCR of H3K27me3 enrichment in PGK12.1 ES cells treated with control scrambled siRNA and *Kdm6a* specific siRNA. Average enrichment for two separate ChIP experiments is shown as ChIP/input.

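*Rhox6* and *Rhox9*, X-linked homeobox genes of the β-cluster, were lower after *Kdm6a* RNAi in each of the 4 PGK12.1 experiments and in 1 of the 2 WD44 experiments. *Rhox9* (probe set 10604154) had log2 changes of -0.51 and -0.46 with double RNAi and -0.63 and -0.34 with single RNAi in PGK12.1, a mean of -0.49 (standard error 0.061, adjusted p = 0.00304 from limma). *Rhox6* (probe set 10599296) had log2 changes of -0.15 and -0.16 with double RNAi and -0.71 and -0.40 with single RNAi, a mean of -0.36 (standard error 0.0996), and did not pass over all genes tested (adjusted p = 0.0681 from limma). In WD44, *Rhox9* changed by 0.12 and -0.16 on the log2 scale, with a mean of -0.02 and a 95% confidence interval of -0.21 to 0.17. *Rhox6* values in WD44 were 0.27 and -0.21, with a mean of 0.03 and a 95% confidence interval of -0.29 to 0.35. *Kdm6a*, in contrast, was lower in every experiment of both lines, as the plot of log2 changes per experiment shows. Adjusted over the list alone of 21 *Rhox* genes, *Rhox9* (adjusted p = 0.000309 from limma) and *Rhox6* (adjusted p = 0.0381) were lower in PGK12.1. The list is that of Table S1, whose values were known when it was set, so this adjustment is not independent evidence. The log2 change in PGK12.1 minus that in WD44 was -0.47 for *Rhox9* (standard error 0.105) and -0.39 for *Rhox6* (standard error 0.173). Tested itself with limma, this difference passed for *Rhox9* when adjusted over the list alone (adjusted p = 0.0173) but not over all genes (adjusted p = 0.0914, within 0.0118 to 1 over the alternatives, of which the minimum level of 0.25 and the trend and robust options passed), and for *Rhox6* in neither way (adjusted p = 0.177 and 0.240). No gene passed the test of the difference over all 15340 genes, with 3222 at an unadjusted p under 0.05 where 767 were due by chance. The list-alone call for the difference in *Rhox9* ended without WD44 experiment 1 (adjusted p = 0.214 from limma), with the single RNAi experiments only, which match the treatment of WD44 (0.0562), with every probe set tested by itself (0.0547) and without the pairing by experiment (0.994). The log2 difference stayed at -0.47 in the last 3 of these, so those losses are of precision and not of size, while without WD44 experiment 1 it was -0.33. For *Rhox6* the difference depended more on the experiments: -0.15 without WD44 experiment 1, -0.63 without WD44 experiment 2 and -0.59 with single RNAi only. The list-alone call for *Rhox6* in PGK12.1 ended without experiment 3 (0.192) or experiment 4 (0.183) and in the double RNAi experiments (0.831). It also ended without the minimum level (0.0631), with every probe set (0.135) and with a trend and robust option of limma (0.0629). Without the pairing (0.993) and with the methods' paired t-test adjusted over the list (0.321) it ended as well. The log2 change of *Rhox6* was -0.24 without experiment 3 and -0.155 with double RNAi only. It was -0.34 without experiment 4 and -0.36 in the rest of these settings. The call for *Rhox9* over all genes ended in the double (0.0512) and in the single RNAi experiments (0.0816) taken alone.

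**Figure D1:**
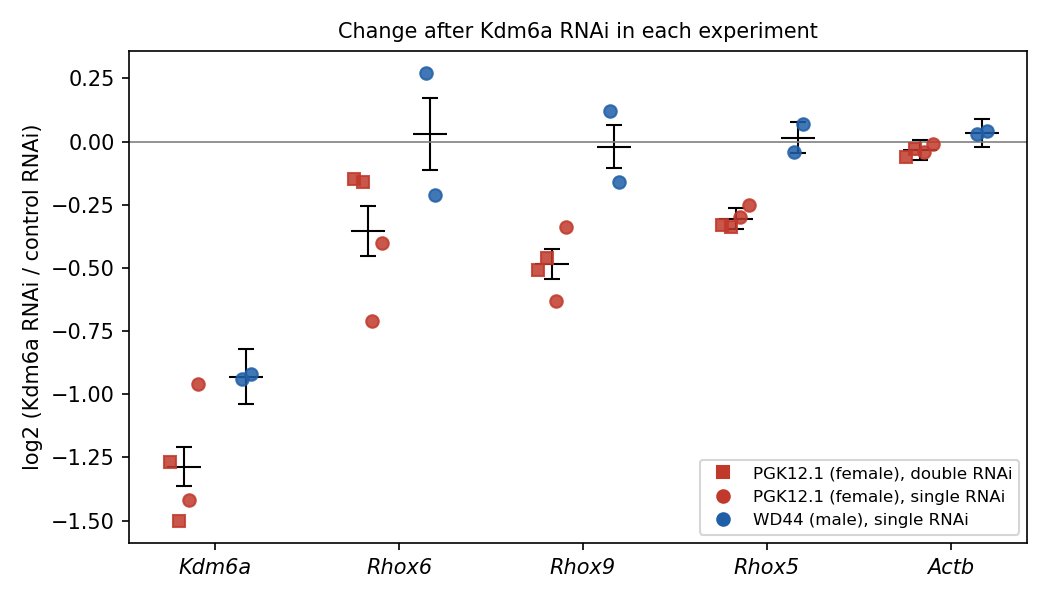
Log2 change after *Kdm6a* RNAi (*Kdm6a* RNAi minus control of the same experiment) of *Kdm6a*, *Rhox6*, *Rhox9*, *Rhox5* and *Actb*, with 1 point per experiment: red for PGK12.1 (n = 4), blue for WD44 (n = 2), squares for double and circles for single RNAi. Black bars give the mean and standard error from limma. *Kdm6a* lies below 0 in every experiment of both lines, and *Rhox9* lies at -0.34 or lower in PGK12.1 and at 0.12 and -0.16 in WD44.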

*Kdm6a* knockdown caused a significant reduction in *Rhox6* and *9* expression in the two female (PGK12.1 and E8) but not in the male (WD44 and E14) ES cell lines, indicating that the regulation of these genes by KDM6A is female-specific (Figure 3B). *Rhox6* and *9* expression levels measured by qRT-PCR and by expression array analyses were diminished by 30–50% after *Kdm6a* knockdown whereas the control gene *β-actin* did not change (Figure 3A, 3B). 

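On the arrays, *Rhox9* decreased by 28.6% ± 5.96 (SD, n = 4 experiments) in PGK12.1 and *Rhox6* was lower by 21.8% ± 13.7 (SD, n = 4), and the paired tests of both genes are those of the log2 changes. *Rhox9* went from 2.01 ± 1.46 to 1.48 ± 1.20 times the array mean and *Rhox6* from 1.40 ± 0.455 to 1.08 ± 0.295. These SDs hold the different scales of the arrays, which the paired differences do not. Experiment 4 had the highest levels of *Rhox9*, 4.11 in its control and 3.25 after *Kdm6a* RNAi. The other PGK12.1 experiments had at most 1.91 and 1.24, so both means rest in part on experiment 4. In WD44, *Rhox9* stood at 2.38 ± 0.228 times the array mean in the controls and 2.37 ± 0.106 after *Kdm6a* RNAi (SD, n = 2), and *Rhox6* at 1.27 ± 0.116 and 1.32 ± 0.194. *Actb*, the gene of β-actin, had a log2 change of -0.04 in PGK12.1 (95% confidence interval -0.12 to 0.05, adjusted p = 0.651 from limma) and of 0.04 in WD44 (-0.09 to 0.16, adjusted p = 0.802). From the decrease in the female and not in the male lines, the paper reasons that KDM6A regulates *Rhox6* and *Rhox9* in a female-specific way.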

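Of the 21 *Rhox* genes with a probe set in Table S1, *Rhox9* and *Rhox5* fell after *Kdm6a* RNAi in PGK12.1 at an adjusted p under 0.05 over all genes tested with limma, and none rose. Adjusted over the list alone, 3 fell, *Rhox6* being the other, and none rose, but with the single RNAi experiments only *Rhox1* passed as higher in this way (log2 change 0.26). The fold decrease was 1.40 ± 0.117 for *Rhox9*, 1.28 ± 0.247 for *Rhox6* and 1.24 ± 0.0344 for *Rhox5* (SD, n = 4 experiments). All 3 belong to the β-cluster. Its remaining members *Rhox7* and *Rhox8* had log2 changes of -0.05 and -0.09, and no member of the α- and γ-clusters passed, with log2 changes from -0.11 (*Rhox3h*) to 0.13 (*Rhox1*). In WD44 none of the 21 passed in either direction, over all genes or over the list alone. As a list, the 15 members that reached the minimum level did not pass as a shift against the other genes in PGK12.1 (mean log2 change -0.08, adjusted p = 0.0998 from camera, and adjusted p = 0.532 with an estimated correlation), but the list was called by camera without experiment 1 and without the pairing. The other 6 (*Rhox3a*, *Rhox3h*, *Rhox8*, *Rhox10*, *Rhox11* and *Rhox12*) were under 0.1 of the array mean and are drawn as open symbols in the plot of the *Rhox* family. *Rhox9* and *Rhox6* had the largest decreases under every alternative except the double RNAi experiments alone and the fit without experiment 3, where *Rhox5* came before *Rhox6*. *Rhox6* and *Rhox9*, and the copies of *Rhox2*, *Rhox3* and *Rhox4*, are close in sequence, and their probe sets can share signal.

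**Figure D2:**
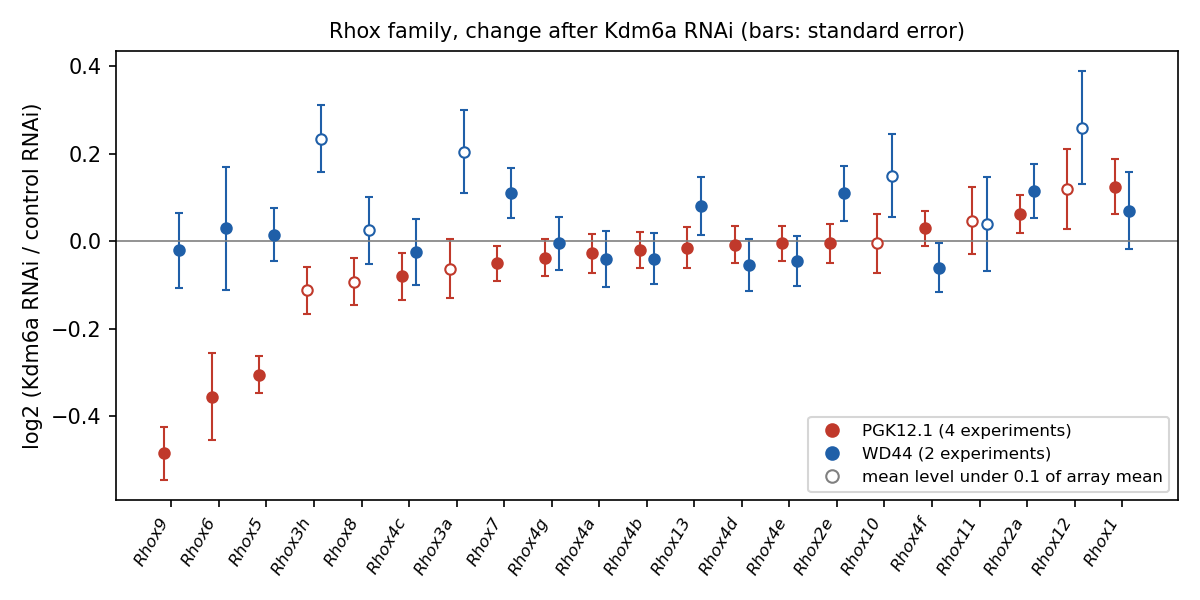
Log2 change after *Kdm6a* RNAi of 21 *Rhox* genes, in red for PGK12.1 (n = 4 experiments) and in blue for WD44 (n = 2), with the standard error from limma. Open symbols mark genes with a mean level under 0.1 of the array mean. *Rhox9*, *Rhox6* and *Rhox5* lie lowest in PGK12.1, at -0.49, -0.36 and -0.31.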

By expression array analyses we found that among the *Rhox* genes, *Rhox6* and *9* exhibited the highest expression decrease (>1.25 fold) (Table S1). The lesser decrease measured by expression arrays versus qRT-PCR can be attributed to the different methodologies; qRT-PCR was done using primers designed to be specific for either *Rhox6* or *Rhox9* (Figure S1), whereas expression changes measured by arrays may be dampened by cross-hybridization due to high sequence similarity between the genes. 

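Experiments in PGK12.1 differed in the amount of *Kdm6a* left, and the decreases of *Rhox6* and *Rhox9* followed that order only in part in the array data. Experiment 2 had the largest fold decrease of *Kdm6a* (2.83), beside fold decreases of 1.11 for *Rhox6* and 1.38 for *Rhox9*. Experiment 3 had the largest fold decreases of *Rhox6* (1.64) and *Rhox9* (1.55). Experiment 4 had the smallest decreases of *Kdm6a* and of *Rhox9*, and of the single RNAi experiments the one with the larger decrease of *Kdm6a*, experiment 3, had the larger decreases of both *Rhox* genes. The labelled difference in dose was 1 or 2 rounds of siRNA, 100 pmol or 100 and then 400 pmol. Time differed with it, with harvest at 48 h after single and at 72 h after double RNAi. Experiments 1 and 2 also shared array medians (6.15 to 6.21 on the log2 scale) that experiments 3 and 4 did not have. Dose, time and set of arrays thus cannot be told apart in this comparison. *Kdm6a* had a log2 difference between double and single RNAi of -0.20 (95% confidence interval -0.53 to 0.14, adjusted p = 0.752 from limma), which did not pass and depends on the experiments used: it was 0.04 without experiment 4 and -0.43 without experiment 3, in fits added after the values were seen. For *Rhox9* the difference between double and single RNAi was 0 (95% confidence interval -0.29 to 0.29). For *Rhox6* it was 0.40 (0.04 to 0.76, adjusted p = 0.531), with the smaller decrease after double RNAi. In the same added fits, *Rhox9* was -0.145 without experiment 3 and 0.145 without experiment 4, and *Rhox6* was 0.245 and 0.555. Without experiment 1 or 2, *Rhox9* was 0.025 and -0.025 and *Rhox6* 0.395 and 0.405. In the plot of *Rhox* against *Kdm6a*, the WD44 experiments lie beside PGK12.1 experiment 4 on the axis of *Kdm6a* but higher on those of *Rhox6* and *Rhox9*. With limma, 0 of 15340 genes passed for double against single RNAi, with 1364 at an unadjusted p under 0.05 where 767 were due by chance, and 1 passed with the trend and robust option. Over the 4 PGK12.1 experiments the changes of *Kdm6a* correlated with those of *Rhox9* at 0.71 (exact permutation p = 0.333 over 24 orders) and with those of *Rhox6* at -0.0295 (exact permutation p = 1.00), computed after the values were seen, and 4 experiments are too few to tell whether they go together.

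**Figure D3:**
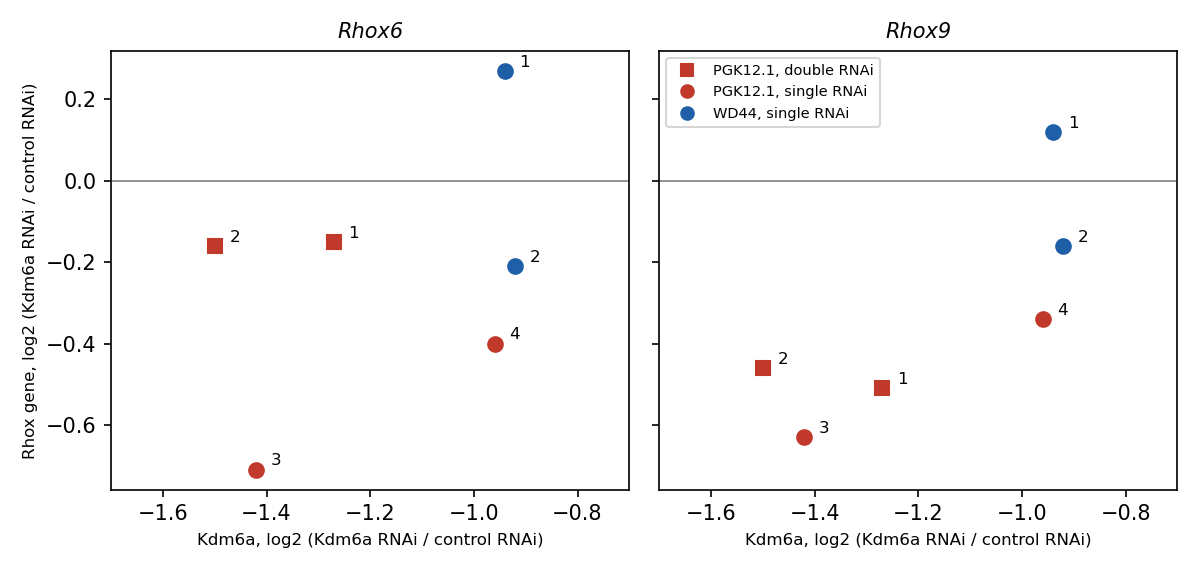
Log2 change of *Rhox6* and of *Rhox9* (vertical axes) against the log2 change of *Kdm6a* (horizontal axes), with 1 numbered point per experiment, red for PGK12.1 and blue for WD44. The PGK12.1 points run from -1.50 to -0.96 for *Kdm6a*, and the largest decreases of *Rhox6* (-0.71) and *Rhox9* (-0.63) are both in experiment 3.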

Importantly, *Rhox6* and *9* expression depended on the amount of *Kdm6a* knockdown in a dose-sensitive manner, consistent with a sex-specific dosage effect (Figure 3C). Note that *Rhox5* also showed a significant decrease after *Kdm6a* knockdown but its analysis was not pursued at this time. 

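*Rhox5*, also known as Pem, was lower after *Kdm6a* RNAi in each PGK12.1 experiment, with log2 changes of -0.33 and -0.34 with double and -0.30 and -0.25 with single RNAi. Its mean log2 change of -0.31 (standard error 0.043, adjusted p = 0.00529 from limma) corresponds to a decrease by 19.1%, from 1.23 ± 0.343 to 0.991 ± 0.276 times the array mean (SD, n = 4). In WD44 the values were -0.04 and 0.07, with a mean of 0.02 (95% confidence interval -0.12 to 0.15). The log2 change in PGK12.1 minus that in WD44 was -0.32 (standard error 0.074), which passed adjusted over the list alone of *Rhox* genes (adjusted p = 0.0173 from limma) and not over all genes (0.0923). Over all genes it passed with a minimum level of 0.25 (adjusted p = 0.0434 from limma) and with the trend and robust options (0.0259), within 0.0259 to 1 over the alternatives. This list-alone call ended without WD44 experiment 1 (0.0738) or 2 (0.188), with the single RNAi experiments only, with every probe set and without the pairing. In these settings the log2 difference was -0.375 and -0.265 without WD44 experiment 1 or 2, -0.29 with single RNAi only and -0.32 in the others. In the double or the single RNAi experiments taken alone, the change of *Rhox5* in PGK12.1 did not pass over all genes (adjusted p = 0.0568 and 0.104).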

As expected, KDM6A occupancy was reduced at the 5′ end and gene body of *Rhox6* and *9* after knockdown in female ES cells (Figure S5B). Conversely, H3K27me3 levels were significantly increased at the 5′ end, gene body, and 3′end of *Rhox6* and *9*, while there was no significant change in levels of H3K4me3 (Figure 3D and Figure S5C). 

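*Cd9*, *Nanog*, *Pou5f1*, *Stat3* and *Sox2* had log2 changes between -0.02 (*Nanog*) and 0.08 (*Sox2*) after *Kdm6a* RNAi in PGK12.1 and between -0.08 (*Nanog*) and 0.13 (*Cd9*) in WD44. None of the 5 passed the test with limma in either line, over all genes or adjusted over the list alone. The 95% confidence intervals bound any change of *Pou5f1*, the gene of OCT4, to -0.10 to 0.08 in PGK12.1 and -0.06 to 0.19 in WD44, and of *Nanog* to -0.12 to 0.07 and -0.21 to 0.05. A wider list of 25 genes of naive pluripotency held 3 that were lower in PGK12.1: *Dppa3* (log2 change -0.31, adjusted p = 0.0281 from limma), which is also a germ cell gene, the coactivator gene *Utf1* (-0.22, adjusted p = 0.0248) and *Tcl1* (-0.17, adjusted p = 0.0422). None was higher, while adjusted over the list alone 4 were lower and 1 was higher, and the list as a whole did not shift in PGK12.1 (adjusted p = 0.182 from camera). In WD44 none of the 25 passed over all genes and 2 were lower adjusted over the list alone. *Tcl1* (-0.35) and *Dppa3* (-0.33) had log2 changes in WD44 at least as large as in PGK12.1, and *Utf1* a smaller one (-0.08). The calls in PGK12.1 thus do not make the falls of *Tcl1* and *Dppa3* specific to that line. In WD44 the list shifted down, with 3 members above 0 and a mean log2 change of -0.09 (adjusted p = 0.00135 from camera, and adjusted p = 0.229 with an estimated correlation). Among 10 genes of primed pluripotency, *Lef1* (0.41) and *Cdh2* (0.38) rose in PGK12.1 and none fell (3 and 1 adjusted over the list alone). None of 15 genes of neuroectoderm, 15 of mesoderm and 8 of definitive endoderm passed over all genes in either line with limma, while adjusted over the list alone 1 mesoderm gene was higher in PGK12.1 and 2 neuroectoderm genes were higher and 1 lower in WD44. Of 15 genes of primitive endoderm, *Sparc* (-0.46) and *Lamb1* (-0.27) fell in PGK12.1 and none rose. Markers of embryonic fibroblasts, the feeder cell type, shifted up in WD44 beside the naive list, with 21 of 26 above 0 and a mean log2 change of 0.10 (adjusted p = 0.00135 from camera, and adjusted p = 0.290 with an estimated correlation), with none past the threshold. Each of these calls rests on 1 of the 2 experiments: by camera the naive list was not called without WD44 experiment 1, nor that of embryonic fibroblasts without WD44 experiment 2.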

Genes associated with pluripotency (e.g. *Cd9, Nanog, Pou5f1, Stat3, Sox2*) were not affected by *Kdm6a* knockdown in either female or male ES cells indicating no induction of differentiation (Figure S5D). We conclude that KDM6A plays a critical and dose-dependent role in regulating *Rhox6* and *9* expression in female but not male ES cells.

### *Rhox6* and *9* are bivalently marked in undifferentiated ES cells

Chromatin domains that contain both activating and inactivating histone marks in undifferentiated ES cells have been termed bivalent and are thought to be poised for activation during development [36], [37]. Notably, bivalent genes include homeobox genes, such as *HOX* genes, suggesting that *Rhox* genes are also candidates for bivalency. ChIP-chip profiles in both female and male undifferentiated ES cells demonstrated that both *Rhox6* and *9* in cluster β were enriched in H3K27me3 and H3K4me3, indicating that these genes are bivalent and thus poised for activity during development (Figure 4 and Figure S6). Quantitative measurements showed higher H3K4me3 and H3K27me3 levels in female versus male ES cells (Figure 2B, 2D). H3K4me3 levels decreased and H3K27 levels increased between day 0 and 15 of differentiation in female ES cells, consistent with a decrease in *Rhox6* and *9* expression (Figure 2B, 2D). In contrast, levels remained low in male ES cells. KDM6A binding being clearly female-biased would explain the female bias in gene expression at day 0–2 of differentiation, as described above (Figure 1 and Figure 2).

**Figure 4:**
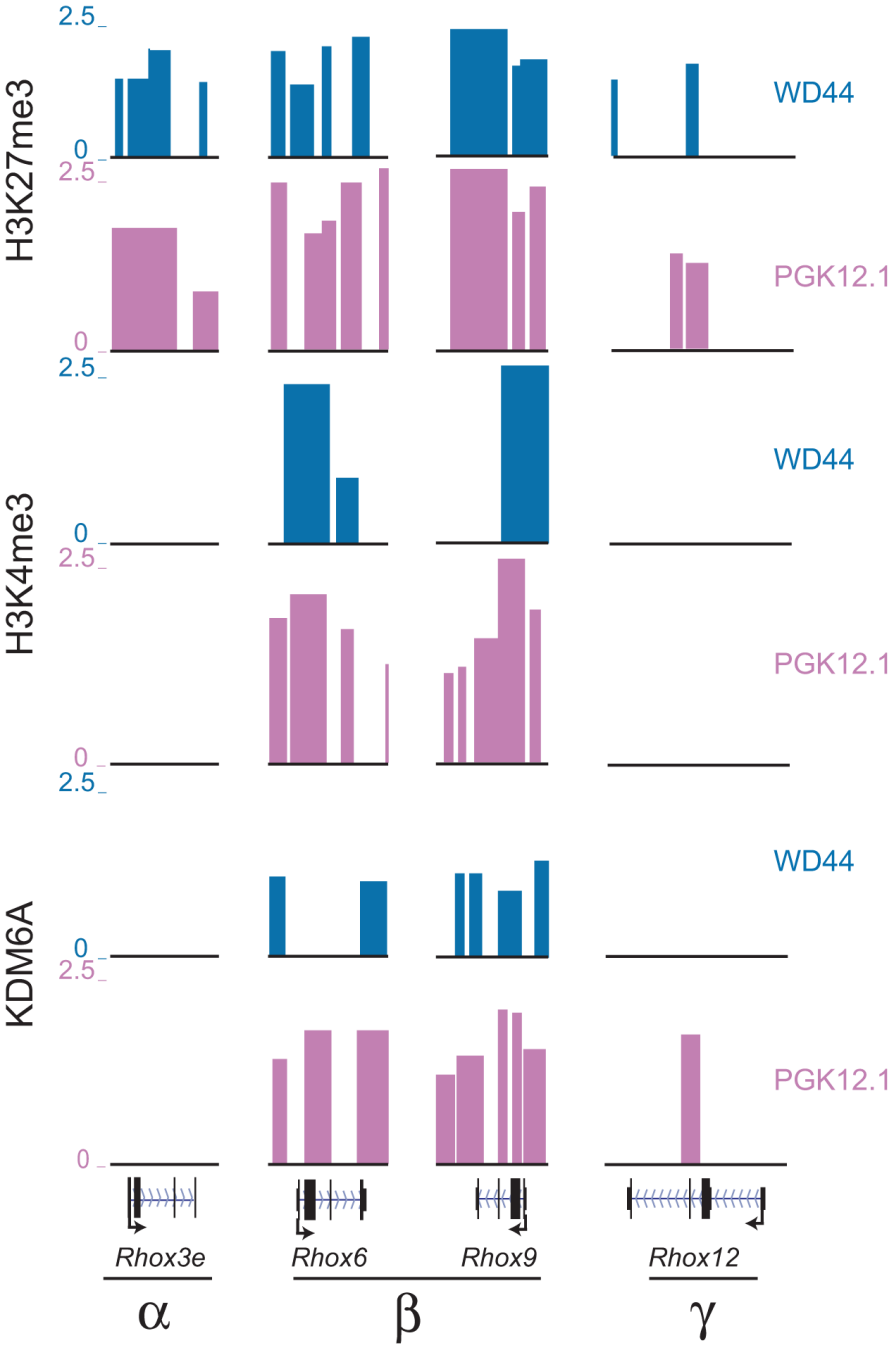
*Rhox6* and *9* are bivalent and preferentially occupied by KDM6A in female ES cells. H3K27me3, H3K4me3 and KDM6A enrichment profiles in undifferentiated female PGK12.1 (pink) and male WD44 ES (blue) cells at representative genes from each *Rhox* subcluster (α, β, and γ) demonstrate that only *Rhox6* and *9* are highly enriched with both histone modifications and are bound by KDM6A (see also Figure S6). *Rhox3e* (α cluster) is enriched in H3K27me3 but not H3K4me3 or KDM6A, and *Rhox12* (γ cluster) shows little enrichment for the proteins analyzed. Significant enrichment peaks based on Nimblescan analysis (FDR score <.05) are shown. Data uploaded to UCSC genome browser (NCBI36/mm8).

Other *Rhox* genes within the α- and γ-clusters did not appear to be bivalent but rather were enriched with the repressive mark H3K27me3, with no significant peaks of enrichment for the active mark H3K4me3, suggesting that these genes are mostly contained in a silenced chromatin domain in both female and male undifferentiated ES cells (Figure 4 and Figure S6). Inspection of representative genes from each cluster, *Rhox6* and *9* in cluster β, *Rhox3e* in cluster α, and *Rhox12* in cluster γ, confirmed these findings (Figure 4). 

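On the PGK12.1 control arrays, *Rhox1* had a level of 0.492 ± 0.267 and *Rhox7* of 0.195 ± 0.0511 times the array mean (SD, n = 4 arrays). On the WD44 control arrays these were 0.326 ± 0.0137 and 0.161 ± 0.00916 (SD, n = 2). Both genes lay above the minimum level of 0.1. After *Kdm6a* RNAi, *Rhox1* stood at 0.563 ± 0.386 and *Rhox7* at 0.188 ± 0.0522 times the array mean in PGK12.1. Experiment 4 had the highest levels of *Rhox1*, 0.888 in its control and 1.14 after *Kdm6a* RNAi. The other PGK12.1 experiments had at most 0.399 and 0.391. Paired within experiments, the change of *Rhox1* (log2 change 0.13, adjusted p = 0.272 from limma) and of *Rhox7* (adjusted p = 0.503) did not pass. Probe sets differ in how strongly they bind their target, so these levels do not rank genes against each other.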

Note that while *Rhox1* and *7* also appeared bivalent at day 0, KDM6A was absent at their promoter, which may account for their low expression (Table S1).

### *Rhox6* and *9* are bound with KDM6A and highly expressed in ovary

Re-analyses of published expression array data confirmed that *Rhox6* and *9* and *Kdm6a* are expressed at a higher level in ovary than in testis (Figure 5A) [18], [19]. This is consistent with measurements of expression in embryos, in which female germ cells have much higher expression than male germ cells (Figure 1C). As expected for a gene that escapes X inactivation, *Kdm6a* expression was higher in all female tissues examined in comparison to male tissues, including brain and sexual organs, as well as somatic and germ cells from embryos (Figure 5C and Figure 1G). To assess the *in vivo* binding of KDM6A to *Rhox6* and *9* in reproductive tissues, chromatin extracted from adult mouse ovaries and testes was subjected to ChIP-qPCR. KDM6A occupancy was high at the promoters of *Rhox6* and *9* in mouse ovary, consistent with high expression in this organ (Figure 5A, 5B) [38], [39]. In mouse testis where *Rhox6* and *9* expression is lower, KDM6A was still bound but to a lesser extent (38% of occupancy in ovary), reflecting lower expression (Figure 5A, 5B). In mouse brain where the genes are not expressed [19], KDM6A occupancy was almost undetectable in females and completely undetectable in males (Figure 5B). Taken together, these data indicate that KDM6A occupancy is associated with *Rhox6* and *9* expression in reproductive tissues, more significantly in females than in males.

**Figure 5:**
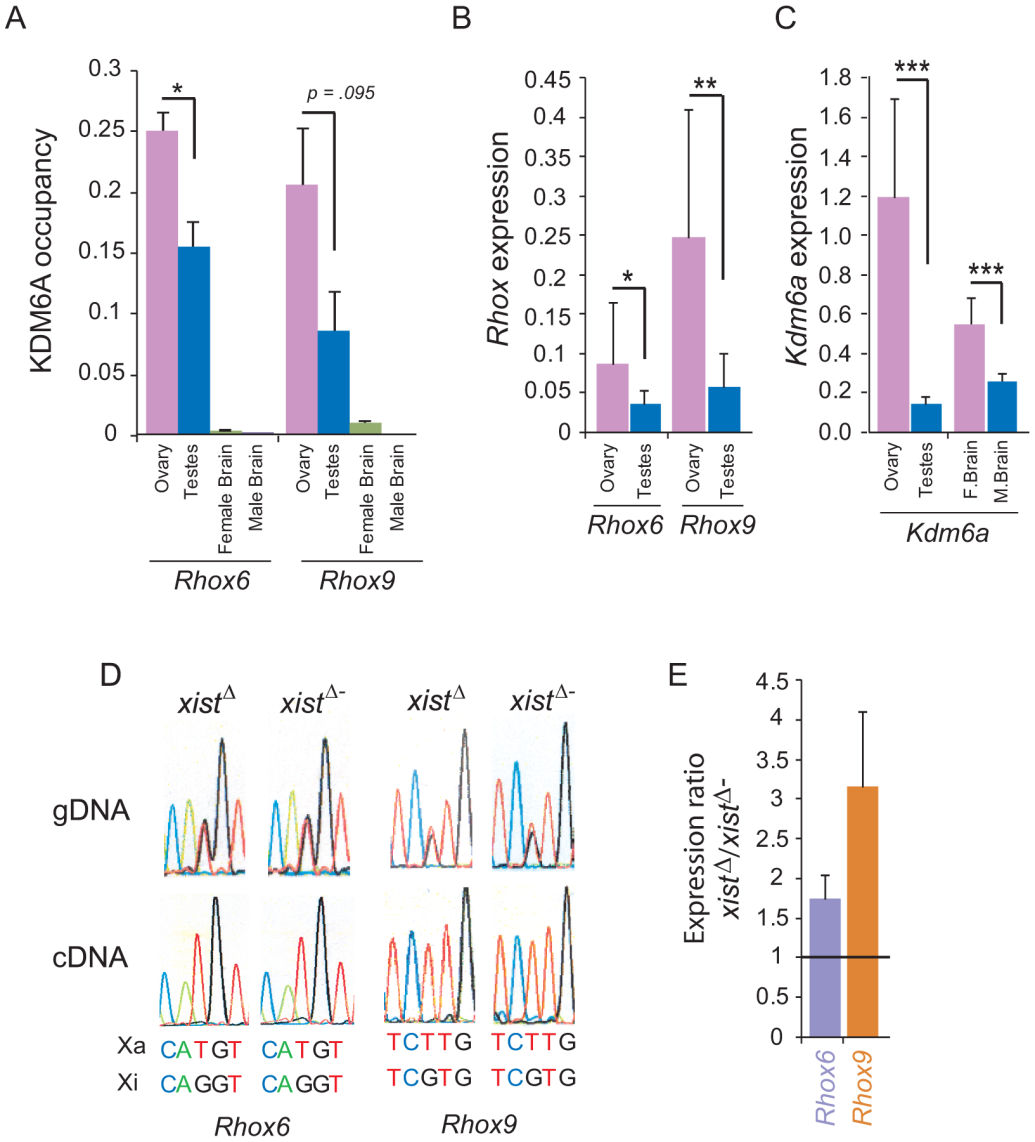
*Rhox6* and *9* expression and KDM6A occupancy are high in ovary where the genes are imprinted. (A) *Rhox6* and *9* have significantly higher expression in mouse ovary than in testis, based on re-analyses of published expression array data for 14 testis and 12 ovary specimens (*p<0.05, **p<0.001). Expression normalized to array mean (see also Figure 1C). (B) KDM6A occupancy measured by ChIP-qPCR at the 5′end of *Rhox6* and *9* is higher in ovary than in testis, and is very low to undetectable in brain where these genes are not expressed [19]. Occupancy levels were normalized to input fractions. (C) *Kdm6a* has high expression in female tissues especially ovary based on analyses of published expression array data (***p<0.0001) (see also Figure 1F). (D) *Rhox6* and *9* are expressed from the maternal allele only in ovary because of imprinting. DNA sequence chromatograms of gDNA and RT-PCR (cDNA) products derived from ovary from female F1 mice obtained by mating *M. spretus* males with C57BL/6J females with or without an *Xist* mutation (*Xist^Δ^* and *Xist^Δ−^*). SNPs to distinguish *Rhox6* and *9* alleles on the active X (Xa) and on inactive X (Xi) are indicated below. In ovary from both *Xist^Δ^* and *Xist^Δ−^* mice the gDNA shows heterozygosity at the SNPs while the cDNA shows only the maternal allele, consistent with paternal imprinting. (E) By qRT-PCR *Rhox6* and *9* are more highly expressed in ovary from *Xist^Δ^* mice in which the maternal X chromosome is expressed in all cells, compared to *Xist^Δ−^* mice in which there is random X inactivation (1.7-fold and 3-fold, respectively), suggesting that *Rhox6* and *9* are silenced by X inactivation. Values represent the expression ratio between *Xist^Δ^* and *Xist^Δ−^* ovaries.

### *Rhox6* and *9* are paternally imprinted in ovary

To determine the allele-specific expression of *Rhox6* and *9* in ovary we employed F1 mice derived from crosses between C57BL/6J females with (*Xist^Δ^*) or without (*Xist^Δ−^*) an *Xist* mutation and *Mus spretus* males. In F1 animals that carry the mutant *Xist* (*Xist^Δ^*), X inactivation is completely skewed towards the *M. spretus* X chromosome. SNPs between the mouse species were used to distinguish alleles after RT-PCR and Sanger sequencing. In F1 mice with (*Xist^Δ^*) or without (*Xist^Δ−^*) the *Xist* mutation expression of *Rhox6* and *9* was exclusively from the maternal C57BL/6J allele, with no evidence of the *M. spretus* allele, consistent with imprinting of the paternal allele (Figure 5D). This is similar to what has been reported in mouse ES cells and placenta [25]. Control genomic DNA amplification confirmed the presence of the SNPs in the F1 mice (Figure 5D). Our results suggest that imprinting has taken place in the germ cells from adult ovary, as we did not observe any evidence of paternal allele expression. By qRT-PCR *Rhox6* and *9* expression was higher (1.7-fold and 3-fold, respectively) in ovaries of F1 mice carrying the *Xist* mutation (*Xist^Δ^*) in which the maternal allele is expressed in all cells (due to skewing of X inactivation), compared to ovaries from non-mutant F1 mice (*Xist^Δ−^*) in which the maternal allele is expressed in half of the cells (due to random X inactivation) (Figure 5E). The X inactivation effect on *Rhox6* and *9* expression would only be pertinent in somatic cells, but not in germ cells in which the inactive X chromosome is reactivated. This complicates interpretation of our data because expression was measured in whole ovary containing both germ cells with very high *Rhox6* and *9* expression and supporting somatic cells with lower expression (Figure 1C). Additional studies in germ cells and somatic cells of the ovary are needed to fully understand the developmental regulation of *Rhox6* and *9* in this organ. Nonetheless, we conclude that female biased expression of *Rhox6* and *9* in ovary is not due to bi-allelic expression in this tissue but rather to recruitment of KDM6A to activate *Rhox6* and *9* on the active maternal X chromosome.

## Discussion

*Rhox* genes represent a set of X-linked homeobox genes specifically expressed in organs and cell types implicated in sexual development and reproduction [19], [20], [40], [41]. Here, we provide functional evidence identifying KDM6A, an enzyme that removes methylation at lysine 27 of histone H3, as an important regulator of a specific subset of *Rhox* genes, *Rhox6* and *9*, in female ES cells and in ovary. Interestingly, KDM6A is encoded by an X-linked gene that escapes X inactivation and has higher expression in females, which may indirectly facilitate its sex-specific role in enhancing *Rhox6* and *9* expression [26], [27], [28]. Our knockdown experiments clearly support an important role for KDM6A in regulating *Rhox6* and *9* in female but not male ES cells.

The 6–10 fold female bias in *Rhox6* and *9* expression we measured in undifferentiated ES cells cannot be explained by the presence of two active X chromosomes in female ES cells prior to X inactivation since *Rhox6* and *9* are paternally imprinted in these cells [25]. Rather, the female enhanced expression results from the specific recruitment of KDM6A at those genes to facilitate the transition from repressive to active histone modifications and to increase expression. A similar mechanism explains the female bias in *Rhox6* and *9* expression in ovary where we demonstrate that the genes are imprinted as well. KDM6A is a member of a multi-protein complex that not only de-methylates H3K27me3 but also methylates lysine 4 at histone H3 to facilitate gene expression [5], [6]. KDM6A counterbalances polycomb activity by regulating H3K27me3 levels [9], which would help maintain *Rhox6* and *9* expression in undifferentiated female ES cells and ovary. In differentiated female ES cells KDM6A occupancy decreases, which mirrors the accumulation of H3K27me3 at *Rhox6* and *9*, consistent with low expression in most somatic cell types as well as with the heavy DNA methylation reported for these genes during development [24]. Our analyses of 8-cell embryos suggest that a female bias in *Rhox6* and *9* expression is already present at this early stage, prior to gonadal development. Somatic and germ cells from developing embryos still show a female bias in *Rhox6* and 9 expression at later stages (11.5–13.5dpc) including those coincident with gonad differentiation, which confirms a previous study [20]. However, detailed analyses of sexed embryos at additional stages will be needed to fully follow developmental expression in multiple cell types.

Strikingly, within the *Rhox* cluster only *Rhox6* and *9* show a marked increase in KDM6A in female ES cells. Tellingly, these genes share a high degree of sequence similarity but differ from the other *Rhox* genes in other sub-clusters [19], suggesting that they may contain a sequence motif to specifically recruit KDM6A. The question arises of which other histone demethylases would remove H3K27me3 at other *Rhox* genes to facilitate their expression in specific tissues. We determined that KDM6B, which also removes methylation at lysine 27 of histone H3, has low expression in undifferentiated male and female ES cells (data not shown). However, its expression increases after differentiation in both male and female ES cells, pointing towards a potential role for this enzyme in regulating expression of some of the other *Rhox* genes at later stages of development [42]. KDM6A binds to the promoter, gene body, and 3′end of *Rhox6* and *9* in female ES cells, suggesting a mechanism of regulation at transcription initiation and elongation. Interestingly, recruitment of elongation factors to target genes has been demonstrated for KDM6B, in addition to its role in histone demethylation [43].

Epigenetic regulation of the *Rhox* cluster had been previously focused on DNA methylation [24], [44]. *Rhox5* whose expression peaks at day 9 after ES cell differentiation is repressed by DNA methylation at later stages, while it remains unmethylated and highly expressed in extra-embryonic tissues. Similarly, *Rhox6* and *9* are repressed following the establishment of CpG methylation by DNA methyltransferases DNMT3b and DNMT1 at their promoter regions in the embryo proper but not in extra-embryonic tissues [24]. *Rhox5* is the only gene together with *Xist* known to be expressed from the paternal X chromosome (maternally imprinted) at early embryonic stages (until e6.5); surprisingly, it is expressed from the maternal X (paternally imprinted) in extra-embryonic tissues, like *Rhox6* and *9* [18], [24], [25], [45]. Our results are consistent with paternal imprinting of *Rhox6* and *9* in mouse ovary, in agreement with other studies in placenta and ES cells [25].

We found that *Rhox6* and *9* are bivalently marked in undifferentiated ES cells as they are occupied by nucleosomes containing histone H3 methylated at both lysine 27 and lysine 4. Bivalent genes are usually silent while poised for expression [37]. However, *Rhox6* and *9* are in fact expressed in undifferentiated ES cells, probably due to a specific recruitment of KDM6A in a portion of cells in which levels of H3K27me3 would be decreased. Bivalent modifications result from a dynamic equilibrium of negative and positive chromatin marks controlled by histone modifying enzymes such as KDM6A. Our findings of a H3K27me3 increase at *Rhox6* and *9* after *Kdm6a* knockdown are in agreement with what has been reported for other bivalent genes and support a role for KDM6A in maintaining a balance between active and inactive marks at bivalent promoters [9]. Note that the extent of reduction in *Rhox6* and *9* expression we measured in female ES cells is comparable to that reported for another *HOX* gene, *HOXB1*, after *KDM6A* knockdown in human cells [8]. Many homeobox genes important for specification of cell types and organs contain bivalent domains, suggesting that bivalency is an important part of stem cell differentiation and development [46], [47]. Except for *Rhox6* and *9*, most other *Rhox* genes are not occupied by bivalent marks in undifferentiated ES cells, thus *Rhox6* and *9* may be specifically activated to influence lineage commitment. It will be interesting to determine which pathways and specific lineages are stimulated by RHOX6 and RHOX9 proteins. *Rhox6* has been implicated in the determination of the germ cell lineage [48]. So far, only *Rhox5* and *9* have been studied *in vivo*. Whereas *Rhox5*-null male mice exhibit increased germ cell apoptosis and sperm motility defects leading to sub-fertility, *Rhox9*-null male or female mice do not have any apparent phenotypes [19], [49]. It is possible that due to similarities in sequence, homeodomain, and expression patterns *Rhox6* compensates for the loss of *Rhox9* in these knockout mice [49], [50]. Additional evidence based on knockouts in mouse and rat epididymis, suggests that *Rhox5* may act as a master regulator of many of its paralogs [51].

Both *Rhox6* and *9* are highly expressed in ovary and to a lesser extent, in testis (this study) and [19]. An intriguing finding from our study is that KDM6A occupancy is high at *Rhox6* and *9* in ovary and thus may serve to keep these two *Rhox* genes active. KDM6A is also bound to *Rhox6* and *9* in testis, although at a lower level (1.7-fold and 2.5-fold lower in testis than in ovary, respectively), suggesting a threshold effect and/or another level of control in testis. Our knockdown experiments do indicate that KDM6A affects *Rhox6* and *9* expression in a dose-dependent manner. In embryonic gonads the majority of *Rhox* genes are already expressed in a sexually dimorphic manner from an early stage. Specifically, *Rhox6* and *9* are predominantly expressed in female versus male primordial germ cells at 12.5–15.5dpc (this study) and [19], [20], [38], [52]. In addition, *Rhox6* and *9* are also expressed in somatic cumulus cells in ovary [53], [54]. Our findings indicate that *Rhox6* and *9* are both imprinted on the paternal allele and subject to X inactivation. This implies the existence of a population of somatic cells without any *Rhox6* and *9* expression, suggesting that cumulus cells tolerate such mosaicism. In contrast, all germ cells would express *Rhox6* and *9* following X re-activation and subsequent imprinting of the paternal X chromosome. This is similar to what has been reported for some of the *Xlr* genes, a family of mouse genes also implicated in reproduction, some of which are also imprinted and subject to X inactivation [55].

In addition to removal of H3K27me3, KDM6A appears to have a demethylase-independent role in regulating chromatin structure [9], [56], [57]. Indeed, KDM6A and KDM6B regulate T-box family members through an interaction with SMARCA4-containing SWI/SNF complexes in T-cells [58]. Interestingly, *Kdm6a* knockout mice display a more severe phenotype at mid-gestation in female than male embryos [9], [59]. Thus, the Y-linked paralog *Uty* compensates for *Kdm6a* deficiency allowing survival of male embryos by a demethylase independent mechanism, since UTY does not have demethylase activity [9], [56], [59]. However, while some KDM6A-deficient male mice survive, most do not or are runted throughout adulthood, indicating that H3K27 demethylation remains an important function of KDM6A for survival and growth [56]. Additionally, histone demethylation appears to be the predominant mechanism required for activation of genes important in differentiation since mouse and human cells lacking KDM6A but retaining UTY fail to reprogram [60]. Furthermore, male primordial germ cells lacking KDM6A do not develop, as H3K27me3 levels are retained when compared to wild type [60]. Our knockdown experiments are consistent with a role for KDM6A in controlling levels of H3K27me3 and expression of *Rhox6* and *9* in female ES cells. However, we cannot rule out the contribution of a demethylase independent mechanism since we did not test for one in the context of *Rhox* expression control.

It remains to be determined whether levels of KDM6A are critical for proper ovarian function. It is interesting that female mice with a single X chromosome, which would have a lower dose of KDM6A due to haploinsufficiency for *Kdm6a*, a gene that escapes X inactivation, have reduced fertility [26], [61], [62]. Furthermore, XO female mouse embryos are developmentally retarded when compared to XX littermates at early mid-gestation [63]. In human, the presence of a single X chromosome causes Turner syndrome associated with severe developmental defects and ovarian dysgenesis [62]. It will be important to determine whether any of the human *RHOX* genes are also regulated by KDM6A. Mutations of *KDM6A* in human cause Kabuki syndrome, associated with growth retardation, unique facial features, and severe intellectual disability. Both males with point mutations and females with complete heterozygous deletions have been reported [12], [13]. The Kabuki phenotype, present in females who have one deleted *KDM6A* copy but absent in Turner syndrome females, may be due to partial silencing of the normal copy by X inactivation in Kabuki females, while Turner females would have one expressed copy in all cells. It would be interesting to examine ovaries in these patients.

In summary, our study provides the first evidence that *Rhox6* and *9* are regulated by the histone demethylase KDM6A in mouse ES cells and reproductive organs in a sex-specific manner. Our findings indicate that a gene that escapes X inactivation plays a sex-specific role in gene regulation in female ES cells and tissue. Higher female expression due to escape from X inactivation of *Kdm6a* may be favorable to *Rhox6* and *9* expression in ovary.

## Materials and Methods

### ES cell culture and differentiation and mouse tissue collection

Male ES cells WD44 (from C. Ware, University of Washington, US) and E14 *(BL6/Cast)* (from J. Gribnau, Erasmus MC Rotterdam, NL), and female ES cells PGK12.1 [64] and E8 *(BL6/Cast)* (from J. Gribnau, Erasmus MC Rotterdam, NL) were grown in high glucose DMEM media supplemented with 15% fetal bovine serum (FBS), 1% non-essential amino acids, 10 mg/ml APS, 0.1 mM 2-mercaptoethanol and 25 mM L-glutamine. ES cells were maintained in the presence of 1000 U/ml leukemia inhibitory factor (LIF) (Millipore) on a mono-layer of chemically inactivated mouse embryonic fibroblasts (MEF) and grown in a humidified incubator at 37°C and 5% CO_2_. Plates were enriched for ES cells by incubation on 1% gelatin coated dishes for 30 min to allow MEFs to attach, followed by transfer to fresh gelatin coated plates for overnight culture. Differentiation was achieved by removing LIF and culturing on non-adherent dishes to facilitate the formation of embryoid bodies. After 7 days, embryoid bodies were transferred to cell culture dishes for 8 days. Cells were harvested on days 0, 2, 4, and 15 after LIF removal. To follow X inactivation in PGK12.1 cells before and after differentiation, *Xist* expression was determined by RT-PCR and by RNA-FISH using standard protocols with a probe for *Xist* (Vysis) (Figure S3). Ovary, testis, and whole brain were collected from adult female and male C57BL/6J mice. Additionally, ovaries were collected from female F1 obtained by mating *M. spretus* males (Jackson Labs) with females that carry an *Xist* mutation (*Xist^Δ^*) (B6.Cg-Xist<tm5Sado>) (from T. Sado, Kyushu University, available from RIKEN) [65]. Female progeny were genotyped to verify inheritance of the mutant *Xist* allele. Female progeny with a *Xist^Δ^* fail to silence the BL6 X chromosome and thus have complete skewing of inactivation of the *spretus* X chromosome. All procedures involving animals were reviewed and approved by the University Institutional Animal Care and Use Committee (IACUC), and were performed in accordance with the Guiding Principles for the Care and Use of Laboratory Animals.

### *Kdm6a* siRNA knockdown

Stealth Select siRNAs (Invitrogen) were selected to target three different locations of the *Kdm6a* mRNA. The three siRNAs were transfected together or individually and oligonucleotides with no target were used as negative controls. For transfection, 5 µl of Lipofectamine RNAi Max Reagent (Invitrogen) mixed with 250 µl of Opti-MEM I Reduced Serum Medium (Invitrogen) containing 100 pmol of siRNAs were incubated for 30 min prior to addition to 6-well plates seeded with 1.5×10^5^ ES cells in 2 ml of DMEM supplemented as stated above. Cells were harvested after 48 h of RNAi treatment. Knockdown was confirmed by qRT-PCR, expression arrays, and Western blotting using standard procedures. Immunoblot analysis was done using a KDM6A/UTX antibody either from K.Ge (NIDDK) or from Bethyl Labs. Three siRNAs were pooled and protein levels were measured after 48 h of treatment. Western blot band densities were measured using ImageJ software (http://rsbweb.nih.gov/ij/).

### Chromatin immunoprecipitation (ChIP)

Tissues were homogenized using a glass homogenizer and ES cells were collected before, during, and after differentiation. Cells were incubated at room temperature for 15 min in 1% formaldehyde. Crosslinking was stopped by adding 50 µL glycine followed by a 5 min incubation at room temperature and cell lysis as described [66]. Chromatin was sonicated to yield fragments 300–1000 bp in length and was then pre-cleared with protein A agarose beads for 1 h at 4°C. An aliquot of 20 µL was kept to serve as the input fraction. Pre-cleared chromatin was incubated in immunoprecipitation buffer at 4°C overnight using the following antibodies: anti-KDM6A/UTX [7], anti-UTX (Bethyl Labs), anti-H3K27me3 (Millipore), and anti-H3K4me3 (Millipore). Samples were centrifuged at 1200 rpm for 1 min and a small portion of the suspension collected as the unbound fraction. Immunoprecipitated chromatin was collected and serially washed in increasingly stringent salt buffers. After elution, crosslinks were reversed in 5 M NaCl at 65°C overnight. DNA was purified using Qiaquick PCR purification kit (Qiagen) and subjected to PCR according to the following protocol: 95°C for 3 min followed by 35 cycles of 95°C for 30 sec, 56°C for 30 sec and 72°C 30 sec. Samples were incubated at 72°C for 10 min and analyzed by gel electrophoresis. Controls to assay the immunoprecipitation efficiency of KDM6A, H3K4me3, and H3K27me3 antibodies included an active gene (*Kdm5c*) and an inactive gene (*Iqsec2*) (Table S2).

### Quantitative real-time and allele-specific RT–PCR and PCR

For qRT-PCR, total RNA was prepared using the Qiagen RNeasy kit with on-column DNaseI digestion. For cDNA synthesis, 500 ng-1 µg of mRNA was reverse transcribed using the SuperScript First Strand Synthesis system (Invitrogen) according to manufacturer's protocol. Table S2 lists the RT-PCR primers specific for *Rhox6*, *Rhox9*, and *Kdm6a*. Quantitative PCR was performed using a SYBR green master mix (Roche) and a standard curve for each primer pair. Data normalized to the *18s* housekeeping gene were averaged for 2 to 3 separate reactions each assayed in duplicate. For chromatin analyses, ChIP DNA was subjected to real-time PCR using primers listed in Table S2. *Rhox6*R1 and *Rhox9*R1 amplify regions upstream of the transcription start site of their respective gene. *Rhox6/9*R2 amplify regions in the 5′ gene body, and *Rhox6/9*R3 regions towards the 3′ end of both *Rhox6* and *Rhox9*. After normalization to the input fraction, relative enrichment was calculated based on two separate immunoprecipitation reactions each assayed in duplicate. Following PCR amplification, melting curves were used to ensure only a single product was amplified. Western blots were done to confirm sexually dimorphic KDM6A protein levels in female and male ES cells using standard procedures. Briefly, nuclear protein was captured using an anti-KDM6A antibody (Bethyl Labs) using 1∶5000 dilution. Anti-β-ACTIN was used at 1∶10,000 dilution (Sigma) as a loading control. KDM6A protein was detected using HRP conjugated donkey anti-rabbit IgG, and β-ACTIN was detected using HRP conjugated goat anti-mouse IgG.

Allele-specific expression was determined by Sanger sequencing of RT-PCR products and control PCR of genomic DNA using primers listed in Table S2. For *Rhox6*, the SNP (T>G) that distinguishes between the maternal C57BL/6J (Xa) and paternal *M. spretus* (Xi) alleles is at nucleotide position 35180550 (NCBI37/mm9 build). For *Rhox9*, the SNP (T>G) that distinguishes between the maternal C57BL/6J (Xa) and paternal *M. spretus* (Xi) alleles is at nucleotide position 35254278 (NCBI37/mm9 build).

### Expression array analyses

cDNA was hybridized to Affymetrix 1.0 ST and Affymetrix 430 2.0 mouse arrays. Array hybridizations were done at the Microarray Center or at the Center on Human Development and Disability (University of Washington, Seattle WA). The raw data files from the 430 2.0 arrays were analyzed by the Affymetrix software (GCOS 1.1) to produce the data in .CHP format (Excel), while raw data files from the 1.0 ST arrays were analyzed with Affymetrix Expression Console Software (http://www.affymetrix.com). Data was normalized with the RMA method as implemented in the Bioconductor Affymetrix package. Microarray quality control metrics were included according to the manufacturer's recommended guidelines. For analyses of published array data [32], [38], [39], spots were normalized by dividing the signal intensity against the average fluorescent intensity of each array [67]. Expression array data have been deposited in NCBI's GEO database [68] and are accessible through series accession number GSE45034 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE45034).”

### ChIP tiling array analyses

Following ChIP, DNA was amplified by whole genome amplification using the GenomePlex Complete Whole Genome Amplification Kit (Sigma) with modifications previously described [69]. ChIP DNA was lyophilized and re-suspended in 10 µl of water. Library preparation buffer and stabilization buffer were added (2 µl and 1 µl, respectively), and samples incubated at 95°C for 2 min. After addition of library preparation enzyme, samples were incubated in a thermal cycler according to the following protocol: 16°C for 20 min, 24°C for 20 min, 37°C for 20 min, 75°C for 5 min. For amplification of the library, a master mix containing amplification master mix, water, and WGA DNA polymerase was added and samples subjected to 15 cycles of: 95°C for 3 min, 94°C for 15 sec, and 65°C for 5 min. Samples were purified using the Qiaquick PCR purification kit. ChIP and input fractions were labeled according to the standard Nimblegen sample labeling protocol prior to hybridization to HD2 Nimblegen tiling arrays for the entire mouse X chromosome (Roche). Enrichment profiles were generated (Genomics Resource Center, Fred Hutchinson Cancer Research Center, Seattle WA). Peak maps generated by the Nimblescan software consist of significant peaks (FDR score <0.05). Tiling array data have been deposited in NCBI's GEO database [68] and are accessible through series accession number GSE45390 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE45390).”

### Statistics

All p-values shown represent paired two-tailed Student's *t*-tests.

## Supporting Information

Figure S1 *Rhox6* and *9* PCR primer specificity. DNA sequence chromatograms of PCR (gDNA) and RT-PCR (cDNA) products are shown to verify specificity of primers for each gene. Underlined nucleotides differ between *Rhox6* and *9*.
(EPS) Click here for additional data file.

Figure S2 *Rhox6* and *9* expression in female and male embryos and KDM6A occupancy during ES cell differentiation. (A) Average *Rhox6* and *9* expression measured by arrays in 8-cell embryos is higher in 5 female embryos compared to 4 male embryos. Values were divided by the array mean (*p<0.05) (see also Figure 1C). (B) ChIP-tiling arrays for KDM6A occupancy at *Rhox6* and *9* in female PGK12.1 and male WD44 ES cells. KDM6A increases in female ES cells at day 2 of differentiation when expression is high and is very low at day 15 when *Rhox6* and *9* are not expressed (see also Figure 1B). Low levels of KDM6A occupancy are observed in male ES cells at *Rhox6* and *9* whose expression remains low (see also Figure 1B). Raw signal intensities from ChIP-chip represented as log_2_ ratio of ChIP/input. Black bars indicate the position of ChIP-PCR primers R1, R2, and R3 listed in Table S2. Data uploaded to UCSC genome browser (NCBI36/mm8) and nucleotide positions shown.
(EPS) Click here for additional data file.

Figure S3 Confirmation of undifferentiated and differentiated states of female ES cells PGK12.1 by *Xist* analysis. (A) *Xist* expression was measured in undifferentiated (day 0) and differentiated (day 15) female ES cells PGK12.1 by RT-PCR. + indicates RT positive samples and – no RT controls. *β-actin* is used as a positive control. (B) Percentage of interphase nuclei with 0 or 1 *Xist* signals after RNA-FISH on female ES cells PGK12.1 before (day 0) and after differentiation (day 15).
(EPS) Click here for additional data file.

Figure S4 H3K27me3 profile across the *Rhox* cluster after differentiation of female ES cells. ChIP-chip profile reveals high levels of H3K27me3 throughout the *Rhox* gene cluster, reflecting X inactivation at day 15 of differentiation of female ES cells PGK12.1 (see also Figure 2C). Significant ChIP enrichment peaks based on Nimblescan analysis (FDR score <0.05) are shown. Data uploaded to UCSC genome browser (NCBI36/mm8) and nucleotide positions shown at top. * indicates a gap in the tiling array containing no probes.
(EPS) Click here for additional data file.

Figure S5 Specificity of *Kdm6a* knockdown in ES cells. (A) Expression fold change for *Kdm6a*, *Rhox6* and *9* measured by qRT-PCR after *Kdm6a* knockdown in female ES cells PGK12.1 treated for 48 h with two individual siRNAs. siRNA1 and siRNA2 resulted in 63% and 54% knockdown, respectively, and both led to a reduction in *Rhox6* and *9* expression. Expression is shown relative to control levels obtained with scrambled siRNA. (B) Profiles of KDM6A occupancy at *Rhox6* and *9* by ChIP-chip in control treated and *Kdm6a* RNAi treated female ES cells PGK12.1. As expected, KDM6A occupancy is reduced after knockdown. Raw signal intensities from ChIP-chip data represented as log_2_ ratio of ChIP/input. Data uploaded to UCSC genome browser (NCBI36/mm8) and nucleotide positions shown at top. R1, R2, and R3 indicate the position of primers listed in Table S2. (C) No significant changes in H3K4me3 levels at *Rhox6* and *9* as measured by ChIP-qPCR were seen after *Kdm6a* knockdown. (D) *Kdm6a* knockdown causes no changes in expression of known differentiation genes (*Sox2, Pou5f1, Nanog, Stat3, Cd9*) in WD44 and PGK12.1 ES cells. Gene expression measured by array analysis is shown as fold change between knockdown and control levels obtained with scrambled siRNA.
(EPS) Click here for additional data file.

Figure S6 H3K27me3 and H3K4me3 profiles across the *Rhox* cluster in undifferentiated female and male ES cells. H3K27me3 and H3K4me3 enrichment profiles are compared between undifferentiated female ES cells PGK12.1 and male ES cells WD44 at the *Rhox* cluster. Profiles contain only highly significant peaks as determined by Nimblescan software analysis (FDR score <0.05). Only *Rhox6* and *9* (grey boxes) are significantly enriched with both H3K27me3 and H3K4me3 (bivalent) while other *Rhox* genes are contained in silent chromatin (see also Figure 4). Data uploaded to UCSC genome browser (NCBI36/mm8) and nucleotide positions shown at top.
(EPS) Click here for additional data file.

Table S1 *Rhox* gene expression changes in response to *Kdm6a* knockdown. Fold change values (F1-4) were calculated by dividing gene expression values (obtained by expression arrays) for *Kdm6a* RNAi treated (U1-4) samples by control values obtained for siRNA treated samples (C1-4). Average fold change (avg F) represents average expression array results from four individual RNAi experiments using pooled siRNAs. Fold decrease is the inverse value to F. Multiple probesets were averaged and arrays were normalized by their mean. Genes with expression values less than 10% of the mean were discarded. Note, *Rhox5* also appears down-regulated, but it was not further analyzed due to the absence of probes for this gene in tiling arrays.
(XLSX) Click here for additional data file.

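Table S1 lists, for 21 *Rhox* genes in PGK12.1, the array value of each control and each *Kdm6a* RNAi sample after division by the array mean, their ratio in each of the 4 experiments and the average ratio. Recomputed from the deposited log2 values in the same way, the mean ratio was 0.716 ± 0.0609 for *Rhox9*, 0.791 ± 0.135 for *Rhox6* and 0.809 for *Rhox5* (SD, n = 4), lower than for any other *Rhox* gene of the table. The 84 ratios differed from those in the table by at most 0.0078. The levels in the table were 0.928 to 0.943 of the recomputed levels. Of the 21 genes, 6 had a mean level over all 12 arrays of less than 10% of the array mean here (*Rhox3a*, *Rhox3h*, *Rhox8*, *Rhox10*, *Rhox11* and *Rhox12*). These ratios are averages of linear ratios, whereas the log2 changes from limma average on the log scale.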

Table S2 Primer Sequences. Primer nucleotide sequences for quantitative RT-PCR (qRT-PCR), ChIP-qPCR, and Sanger sequencing are listed.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

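RNA from PGK12.1 (female) and WD44 (male) mouse ES cells treated with control or *Kdm6a* siRNAs was measured on 12 Affymetrix Mouse Gene 1.0 ST arrays: 4 experiments in PGK12.1 and 2 in WD44, each with 1 control and 1 *Kdm6a* RNAi array. Conditions and experiment numbers came from the sample labels and, for PGK12.1, from the numbering of Table S1. The paper calls the PGK12.1 experiments individual RNAi experiments. The legend of Figure 3B speaks of 4 independent experiments for the arrays of PGK12.1 and WD44, of which 2 in WD44 are in the data used here. Whether those 2 used separate cultures is not stated further, so the spread between them may be technical. P-values and intervals for WD44 use 1 spread for both lines, to which PGK12.1 gives 3 and WD44 1 of the 4 residual degrees of freedom, and so rest mainly on the spread in PGK12.1. The sex and the strain of the lines cannot be told apart.

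The authors deposited log2 values made with Affymetrix Expression Console and RMA, according to the methods and the submitters' processing notes. Versions, and which arrays were normalized together, are not given in the sources used here. Base 2 was checked against the ratios of Table S1. Array medians fell into separate sets (given with the description of the arrays), so comparisons between sets carry the scale of the arrays, while each control shares its set with its *Kdm6a* RNAi array. Precision is limited by the number of arrays. The deposited values were used without a further normalization.

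Genes were named through the platform annotation: of 35556 probe sets, 21789 had 1 gene symbol, 1621 had several and were not named, and 12146 had no listed gene. The 21 *Rhox* probe sets were named through Table S1, since the annotation lists no gene for 13 of them. Of the 19951 genes, 19868 symbols were found in the RefSeq table of GRCm38.p6, which was used for names and for which genes lie on the X chromosome. The log2 values of several probe sets of a gene (999 genes) were averaged. Genes with a mean over the 12 arrays of linear value over array mean of at least 0.1 (the 10% of the legend of Table S1) were tested, 15340 genes, and 4611 lay below.

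Tests used limma 3.58.1 in R 4.3.3 with empirical Bayes moderation (4 residual and 5.65 prior degrees of freedom) and Benjamini-Hochberg adjustment, at a threshold of 0.05. The experiment was a block, since the labels number each control and *Kdm6a* RNAi array alike and the methods name paired tests. As a check of the pairing, deviations from the group means correlated within experiments at 0.828, 0.846, 0.915 and 0.972 in PGK12.1 and 0.265 in WD44. The PGK12.1 values hold the different scales of the arrays, which raise them with or without pairing, so this check cannot decide on it. With 2 experiments in WD44, both have the same value by construction. Contrasts were the effect of *Kdm6a* RNAi in PGK12.1, in WD44, their difference, and double minus single RNAi in PGK12.1, and the control arrays of the lines were compared in a fit of their own over 6 arrays. In that fit the moderation gave every tested gene the same standard error (0.773). Confidence intervals are 95% intervals. Percent and fold changes are from the mean of the log2 differences, and their SDs are between experiments. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

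Gene lists were fixed before the data were examined, except that the ratios of the *Rhox* genes on these arrays were known from Table S1: 21 lists with 375 entries, of which 27 were not measured, plus all X-linked genes. *Kdm6a*, an entry of 3 lists, was left out when they and the X-linked genes were tested. They were the *Rhox* family, pluripotency genes named by the paper, naive and primed pluripotency, primitive endoderm, trophoblast, neuroectoderm, mesoderm, definitive endoderm, *Hox* genes, germ cell genes, 2-cell-stage genes, the KMT2C/D-KDM6A complex, PRC2 and H3K27 demethylases, interferon response, p53 targets, embryonic fibroblast (feeder) genes, DNA methylation enzymes, genes that escape X inactivation, Y-linked genes, and MAPK and *Dusp9* genes reported as sex-biased in ES cells. All autosomal genes, also planned as a list, were not tested as one, since they are the genes the X-linked list is set against. Lists were tested with camera at a preset correlation of 0.01, with an estimated correlation and fry as alternatives. Camera with the preset correlation takes members of a list as nearly independent, so its p-values are small beside those with an estimated correlation. Members below the minimum level entered only the *Rhox* list, where they were taken from the fit without it.

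The genes named are those the paper names for these cells, the 12 largest rises and falls past the threshold and alike in every experiment per comparison (or, where fewer than 5 passed, the 5 with the smallest unadjusted p), and up to 4 called members (otherwise 2) per list. The *Rhox* values of Table S1 had been seen when this rule was written. Of the genes this rule names, 1 is not reported here. Probe sets of several genes, unnamed probe sets and predicted genes count in totals only. In the control comparison the text names only *Kdm6a*, *Kdm6b*, *Rhox6*, *Rhox9*, *Uty*, *Xist* and some of the largest changes, a restriction made after many of its values were seen to change sign with the arrays used.

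The tests were run on simulated data of 15340 genes, some with known changes. Of genes changed by 0.5 on the log2 scale, 86.6% were recovered for the difference between the lines and 65.7% for double against single RNAi, and of genes changed by 0.3, 20.9% and 5.97%. These shares hold for data with many changed genes (67 of each of these sizes). Alternatives set in advance were division by the array mean, quantile normalization of all arrays, no minimum level or one of 0.25, the brightest probe set of a gene, every probe set by itself, the trend and robust options, array weights, no block, the arrays of 1 line only, double or single RNAi only, the methods' t-test, values relative to *Actb*, mean linear ratios, and leaving out each experiment. Comparisons on PGK12.1 experiment 4 alone, whose array medians are near those of WD44, double against single RNAi without each experiment, the list tests of the control arrays after division by the array mean and the correlation of *Kdm6a* with *Rhox6* and *Rhox9* were added after the values were seen. The arrays of another type named in the methods, and the qRT-PCR, ChIP and E8 and E14 data, were not used here.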

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

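The tests on pairs of PGK12.1 experiments and on the depth of the knockdown were chosen after the result was seen, and the bounds of the others were set before their values were computed but with the patterns already known.

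After *Kdm6a* RNAi 891 of 15340 genes passed in PGK12.1 and 0 in WD44 with limma. A change in WD44 is not excluded, since 2464 genes had an unadjusted p under 0.05 there with limma, where 767 were due by chance. The differences of its 2 experiments also correlated at 0.491, against 0.293 to 0.421 between PGK12.1 experiments. By the methods' t-test it was 871 of 14891 genes in WD44, to which the 767 does not apply. There 449 genes with equal differences were not tested. Fewer experiments in WD44 are not enough to account for the counts of 891 and 0. In the fits made for this test, each choice of 2 of the 4 PGK12.1 experiments called at least 103 genes. These counts depend on the fit: experiments 1 and 2 called 552 and experiments 3 and 4 called 118. The fits with double or single RNAi only, which hold the same pairs, called 182 and 101. At an unadjusted p under 0.05 with limma these 2 fits had 3248 and 2264 genes, against the 2464 in WD44. The contrast with WD44 thus lies in the genes past the threshold. With single RNAi, the treatment of WD44, PGK12.1 did not have more genes at an unadjusted p. The WD44 arrays' scale and a shallower knockdown in WD44 are argued against as the whole cause by 1 experiment, PGK12.1 experiment 4. It was on a similar scale and had a similar log2 change of *Kdm6a* (-0.96, against -0.94 and -0.92 in WD44). Its differences followed those of experiments 1 to 3 with a slope of 0.683 over 607 genes called without it, against 0.0672 in WD44. Of the 8 splits of the PGK12.1 arrays that part all 4 pairs, 1, the labelled one, reached 891 and the highest of the others called 0, but 8 splits are too few for a share under 0.05. Sex and strain stay open and untested, and gene by gene the difference between the lines passed for 0 genes with limma (3222 at an unadjusted p under 0.05, and 543 with the trend and robust options).

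Of the 19 listed genes of the 2-cell stage, 6 were tested, being measured and at the minimum level or above. All 6 were higher after *Kdm6a* RNAi in PGK12.1, with a mean log2 change of 0.43 (adjusted p = 1.09e-06 from camera, and adjusted p = 0.222 with an estimated correlation). *Tdpoz3*, *Usp17lc* and *Tcstv3* belong to repeated families whose probe sets can share signal, and this explanation is left open here. A general upward drift of genes of this level is argued against by 10000 random lists matched on level, among which the list lies at percentile 100 (highest random mean 0.22). Effects of the *Kdm6a* siRNAs on other genes stay open and untested, since each knockdown here used a pool of *Kdm6a* siRNAs. WD44 was treated with *Kdm6a* siRNAs as well, and the list had a mean log2 change of 0.06 there. A rise of equal size in both lines was thus not seen for the list as a whole. Of its 6 members, 4 were above 0 in WD44. Only 1, *Usp17lc*, passed there adjusted over the list alone, with a log2 change of 0.31, near its 0.335 in PGK12.1. For the difference between the lines (mean 0.37) all 6 members were above 0 and 4 passed adjusted over the list alone, with 0.00703 from camera, adjusted p = 0.278 with an estimated correlation and 0.0468 from fry.

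The lists whose change differed between the lines by camera were those of primitive endoderm (mean log2 difference, PGK12.1 minus WD44, -0.13, adjusted p = 0.0138), trophoblast (-0.15, 0.0191), *Hox* genes (-0.14, 0.00262), embryonic fibroblasts (-0.11, 0.00703), the 2-cell stage (0.37) and p53 targets (0.12, 0.0138). With an estimated correlation each of them had an adjusted p = 0.278, and without WD44 experiment 2 only those of *Hox* genes and the 2-cell stage were called. The differences of *Rhox9* (-0.47), *Rhox5* (-0.32) and *Rhox3h* (-0.35) between the lines passed with limma adjusted over the *Rhox* list alone, and *Rhox3h* lies below the minimum level. Of 18 p53 targets, 5 were higher after *Kdm6a* RNAi in PGK12.1 itself, and 0 passed for the difference between the lines.

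In 6 of 94 groups of 4 experiments or arrays, 1 value stood apart from the rest by Dixon's criterion, where chance gives about 1 in 20, or 4.7. These were the log2 changes of *Dnmt3a* (-0.24) and *Kdm5d* (-0.36) in PGK12.1 experiment 1, of *Rhox4g* (-0.11) in experiment 2 and of *Hesx1* (-1.20) in experiment 4, and the median log2 values of the control (8.21) and *Kdm6a* RNAi (8.2) arrays of experiment 4. *Hesx1* had log2 changes of -0.38, -0.36 and -0.43 in the other experiments. *Kdm5d* is Y-linked and PGK12.1 is female. It stood at 0.0576 times the array mean in the PGK12.1 controls, below the minimum level of 0.1, so its value is one of low signal.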

How the results depend on the processing

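The comparisons on PGK12.1 experiment 4 or its control alone, and those of double against single RNAi without 1 experiment, were chosen after the data were seen. No named gene changed direction past the threshold in the knockdown comparisons under any alternative, and the alternatives mostly move how many genes pass. The number of arrays, and for genes below the minimum level the signal over background, limit what can pass. The cause of the shifts was not tested.

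The 891 genes called in PGK12.1 became 456 with no minimum level, 1373 with a minimum of 0.25, 361 of all probe sets and 1642 with the trend and robust options. A fit of the PGK12.1 arrays alone called 538, double RNAi only 182 (117 higher, 65 lower) and single RNAi only 101 (43 higher, 58 lower). Leaving out 1 of the experiments gave 351 to 608 (351 without experiment 2, 608 without experiment 4). The methods' t-test gave 2447 at an unadjusted p under 0.05 and 0 after Benjamini-Hochberg. No count is given with experiment 4 alone, since that fit has 1 PGK12.1 pair and takes its spread from WD44 only. Without the block of paired experiments 0 genes passed, where the different scales of the arrays enter the spread. *Kdm6a* (-1.29), *Rhox9* (-0.49) and the count of lower *Rhox* genes (0) lost their calls with it, and 0 genes passed for the other knockdown comparisons either. For WD44 the count of 0 became 1 with quantile normalization, 1 with a minimum of 0.25, 8 with the trend and robust options, 1 with array weights, 0 to 1 without 1 experiment and 871 by the methods' t-test at an unadjusted p. For the difference between the lines it became 1 with quantile normalization, 272 with a minimum of 0.25, 543 with the trend and robust options and 182 with array weights, and for double against single RNAi 1 with the trend and robust options.

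*Kdm6a* in PGK12.1 also lost its call with the methods' t-test after Benjamini-Hochberg (-1.29). With experiment 4 alone it was -0.96, where 1 PGK12.1 pair cannot decide a call. In WD44 it passed with quantile normalization (-0.95), a minimum of 0.25, the trend and robust options, array weights, the methods' t-test at an unadjusted p and without PGK12.1 experiment 4 (-0.93 in each), and relative to *Actb* (-0.97), and its mean linear ratio gave -0.91. Without WD44 experiment 1 or 2 it was -0.92 and -0.94 and did not pass. *Rhox9* in PGK12.1 lost its call with double or single RNAi only and with the methods' t-test after Benjamini-Hochberg (-0.49 in each). With experiment 4 alone it was -0.34. Its difference between the lines (-0.47) passed over all genes with a minimum of 0.25 and with the trend and robust options, and *Rhox6* in PGK12.1 (-0.36) with a minimum of 0.25. Of the lists called by camera, an estimated correlation left 0 in each comparison and fry left 2 in PGK12.1, 1 in WD44, 0 for double against single RNAi and 0 between the control arrays. For the difference between the lines fry called 6 lists, of which primitive endoderm, *Hox* genes, the 2-cell stage and p53 targets were also called by camera and mesoderm and genes that escape X inactivation were not. Without 1 experiment the number of lists called lay between 3 (without PGK12.1 experiment 2, where the interferon response was not called) and 6 (without experiment 1, with *Rhox* and primed pluripotency) in PGK12.1 and between 3 and 4 in WD44. For the difference between the lines it lay between 2 (*Hox* genes and the 2-cell stage, without WD44 experiment 2) and 8 (without PGK12.1 experiment 2), and between the control arrays it lay between 7 (without PGK12.1 control 4) and 12 (without control 1 or 3).

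Between the control arrays of the lines, the 857 genes called (5 higher in PGK12.1, or 0.583%) became 1455 after division by the array mean (26.5% higher), 3332 with quantile normalization (51.9% higher), 2621 of all probe sets, 354 with the trend and robust options, 15236 with array weights, 10 with the single RNAi controls only, 512 with all arrays and a random block, and 4 to 14763 without 1 control array (4 without either WD44 control, 14763 without PGK12.1 control 4). With PGK12.1 control 4 alone 6211 genes passed, and 8881 after division by the array mean, but with 1 PGK12.1 array the spread comes from the 2 WD44 controls only and these counts take no account of variation in PGK12.1. In these last comparisons the sign turned for *Kdm6a* (0.57 and 0.50), *Rhox9* (0.86 and 0.79), *Rhox6* (0.74 and 0.67) and *Xist* (1.87 and 1.80), against -1.08, -1.57, -0.98 and -0.49 over all controls. The sign also turned in alternatives set in advance, none past the threshold. With all controls it did so for *Kdm6a* with quantile normalization (0.18). For *Rhox6* and *Xist* it did so after division by the array mean (0.09 and 0.58) and with quantile normalization (0.35 and 0.78). With the single RNAi controls only it did so for *Xist* (0.75). Without PGK12.1 control 4, which leaves PGK12.1 controls of lower medians only, *Kdm6a* (-1.63), *Rhox9* (-2.38), *Rhox6* (-1.55) and *Xist* (-1.27) passed as lower, as they did with array weights (-1.80, -2.88, -1.90 and -1.72). The order of these levels between the lines is not settled by the arrays.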

Differences from the paper's values

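The comparisons on PGK12.1 control 4 alone and the correlations with *Kdm6a* were chosen after the values were seen.

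The paper gives a more than 6-fold higher level of *Rhox6* and a more than 10-fold higher level of *Rhox9* in female than in male ES cells, measured by qRT-PCR in undifferentiated cells of 2 female (PGK12.1, E8) and 2 male (WD44, E14) lines. The arrays hold 1 line of each sex, transfected with control siRNAs, so the sample groups differ as well as the method. On the control arrays, *Rhox6* in PGK12.1 was 0.509 and *Rhox9* 0.337 of the level in WD44, on the deposited scale, which differs between sets of arrays. None of the alternatives set before the data were examined reached the paper's values: *Rhox6* lay between 0.267 and 1.28 and *Rhox9* between 0.136 and 0.844 over them. With PGK12.1 control 4 alone, a setting chosen after seeing the values, *Rhox6* (log2 difference 0.74, or 0.67 after division by the array mean) and *Rhox9* (0.86 and 0.79) were higher in PGK12.1, still below the paper's folds. For KDM6A the paper gives about 2-fold more in female than in male ES cells, by qRT-PCR and western blot. On all control arrays the log2 difference of *Kdm6a* was -1.08 as deposited. It was -0.01 after division by the array mean and 0.18 with quantile normalization. With control 4 alone it was 0.57, or 0.50 after division by the array mean.

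The paper calls the reduction of *Rhox6* in PGK12.1 significant, while its own Table S1 gives p = 0.0794 for *Rhox6* on the arrays (0.0806 by the methods' t-test on the ratios here), so on this the arrays and that table do not differ. Here *Rhox6* had a log2 change of -0.36 with an adjusted p = 0.0681 over all genes from limma and an unadjusted p = 0.0741 by the methods' t-test on the log2 values. It passed adjusted over the *Rhox* list alone (adjusted p = 0.0381, and 0.0631 without the minimum level), and over all genes with a minimum level of 0.25 of the array mean (adjusted p = 0.0322, within 0.0322 to 1 over the alternatives). The value of 0.0631 was computed first, and the ratios of Table S1 were known when the list was set, so the pass over the list alone is not independent evidence. The minimum level of 0.25 was set in advance. *Rhox9* passed in both ways.

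The paper states that *Rhox6* and *Rhox9* follow the amount of *Kdm6a* knockdown. On the arrays, the experiment with the largest decrease of *Kdm6a* (experiment 2, fold decrease 2.83) had a smaller decrease of *Rhox6* (1.11) and *Rhox9* (1.38) than experiment 3 (1.64 and 1.55). Experiment 4, with the smallest decrease of *Kdm6a* (log2 change -0.96), had the smallest decrease of *Rhox9* (-0.34), which goes with the paper's statement, but not of *Rhox6* (-0.40, against -0.15 and -0.16 in experiments 1 and 2). The changes correlated with those of *Kdm6a* at 0.71 for *Rhox9* and -0.0295 for *Rhox6* over the 4 experiments, too few to tell. The fold decreases shown in Fig. 3C, read by eye, reach about 4.0 for *Kdm6a* and about 2.1 for *Rhox6* and *Rhox9*, beyond the largest here, so whether the figure plots these 4 experiments is not settled.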

Other observations

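The comparisons of control levels on PGK12.1 control 4 alone were chosen after the data were seen, and the test of their shift was set with that pattern already known.

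*Kdm6a* RNAi in PGK12.1 was followed by 568 higher and 323 lower genes with limma, 889 of them changed the same way in all 4 experiments. With double RNAi only 117 were higher and 65 lower, and with single RNAi only 43 and 58, so which direction had more genes depends on the experiments used. The changes were small: the median size was 0.27 on the log2 scale and 1 gene, *Kdm6a* itself, changed by more than 1. The largest falls after *Kdm6a* were those of *Wfdc2* (-0.78), *Foxh1*, which encodes a SMAD partner in Nodal signalling (-0.73), *Lefty2*, an inhibitor of Nodal (-0.72), the small heat shock protein gene *Hspb8* (-0.67) and *Mpzl2* (-0.66). They were followed by *Plet1*, a placental gene, the water channel gene *Aqp3*, *Nlrp9b*, the homeobox gene *Hesx1* (-0.59), the tight junction gene *Cldn6* (-0.59) and *Capg*. *Hesx1* rests in part on experiment 4 (-1.20). The largest rises were those of *H60b*, a ligand of the NKG2D receptor (0.88), the transcription factor gene *Ebf1* (0.75), the receptor gene *Lpar4* (0.75), the protease gene *Napsa* (0.74) and the semaphorin gene *Sema3e* (0.72), followed by *Dglucy*, *Coch*, *Raet1d*, another NKG2D ligand, *Fam171b*, *Ccng2* and *Fgf15* (0.61). Of the 891 genes, 485 (54.4%) had the same sign in WD44, and 111 did so with an unadjusted p under 0.05 there against 53 with the opposite sign.

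Genes of the 2-cell stage that rose in PGK12.1 included *Tmem92* (0.35), *Tdpoz3* (0.57), *Zfp352* (0.37), *Usp17lc* and *Tcstv3*. All 6 tested members also passed adjusted over the list alone. Of 18 p53 targets, 5 rose and none fell (9 rose adjusted over the list alone): *Trp53inp1* (0.36), *Gadd45a* (0.28), a growth arrest gene, *Eda2r* (0.26), the kinase gene *Plk2* (0.23) and *Ccng1*. The p53 list shifted up (adjusted p = 0.000299 from camera, and adjusted p = 0.255 with an estimated correlation). Of 12 trophoblast genes, none was above 0, *Ascl2* fell (-0.34) and 3 fell adjusted over the list alone (adjusted p = 0.00145 from camera, and adjusted p = 0.255 with an estimated correlation). Of 17 interferon response genes, *Oas2* fell (-0.28) and 3 fell adjusted over the list alone (adjusted p = 0.00818 from camera, and adjusted p = 0.513 with an estimated correlation), and that list was not called without experiment 2. Among 26 markers of embryonic fibroblasts, *Loxl1* (0.25) rose and *S100a6* (-0.54) fell in PGK12.1, and that list did not shift (adjusted p = 0.547 from camera).

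The other lists did not pass in PGK12.1 by camera with all experiments, and those of *Rhox* genes and primed pluripotency were called without experiment 1. Of 22 germ cell genes *Dnd1* (0.23) rose and *Dppa3* fell, of 27 *Hox* genes *Hoxb3* (-0.19) fell, of 11 genes that escape X inactivation *Car5b* (0.29) rose, and of 13 MAPK and *Dusp9* genes *Spred1* (0.25) rose and *Dusp9* (-0.34) fell. With *Kdm6a* itself left out of the lists, none of 9 genes of the KMT2C/D-KDM6A complex, 13 of PRC2 and H3K27 demethylases, 11 DNA methylation enzymes and 5 Y-linked genes passed with limma. For the Y-linked genes this test cannot tell of a change, since PGK12.1 is female. *Uty*, *Eif2s3y* and *Kdm5d* stood at 0.0284, 0.0235 and 0.0576 times the array mean in its controls. Of 501 X-linked genes 36 rose and 19 fell, with a median log2 change of 0.02, and in WD44 the median was -0.03 with none past the threshold.

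In WD44, where no gene passed with limma (2464 at an unadjusted p under 0.05, where 767 were due by chance), 25 of 27 *Hox* genes were above 0 with a mean log2 change of 0.14 (adjusted p = 5.18e-05 from camera, and adjusted p = 0.229 with an estimated correlation). The germ cell list shifted down (mean -0.10, adjusted p = 0.00485 from camera, and adjusted p = 0.290 with an estimated correlation). Markers of embryonic fibroblasts shifted up in the same comparison (mean 0.10, adjusted p = 0.00135 from camera, and adjusted p = 0.290 with an estimated correlation), but not without WD44 experiment 2. The genes with the smallest unadjusted p in WD44, none of which passed, were *Kdm6a*, *Acss1* (-0.42), *Fabp7* (-0.47), *Tcl1* (-0.35) and *Zp3* (-0.36) among the lower and *Pagr1a* (0.46), *Slc22a16* (0.44), *Mmrn2* (0.43), *Iqcd* (0.42) and *Cyp2d26* (0.39) among the higher. For the difference between the lines, *Cldn6* (-0.67) and *Lpar4* (0.82) had the smallest adjusted p (0.0559 from limma), and *Fgf15* (0.62) was among those that followed.

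*Kdm6b*, for which the paper describes data that it does not show, had a log2 change of 0.10 in PGK12.1 (adjusted p = 0.245 from limma) and of -0.05 in WD44 (adjusted p = 0.777). *Xist* had log2 changes of 0.60 and 1.18 in the double RNAi experiments and of 0 and 0.21 in the single RNAi experiments of PGK12.1 (mean 0.50, adjusted p = 0.0832), and passed with the double RNAi experiments only (0.89, adjusted p = 0.0381) and without experiment 3 (0.66, adjusted p = 0.0403), within 0.0381 to 1 over the alternatives. Without experiment 2 the change of *Xist* was 0.27 (adjusted p = 0.196 from limma). With single RNAi only it was 0.105 (adjusted p = 0.542), and neither passed. The difference of *Xist* between double and single RNAi (0.79) did not pass (adjusted p = 0.489 from limma). In the controls of experiments 1 and 2, *Xist* stood at 0.105 and 0.0877 times the array mean. These levels are near the minimum level of 0.1 and near those of the WD44 controls (0.098 and 0.104). The call with double RNAi thus rests on low signal, and a rise of *Xist* is not settled by it. The list of primed pluripotency was lower with double than with single RNAi (mean -0.19, adjusted p = 0.00192 from camera, and adjusted p = 0.558 with an estimated correlation).

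Between the control arrays, the median gene had a log2 difference (PGK12.1 minus WD44) of -1.23, which reflects the scales of the arrays. The Y-linked genes *Eif2s3y* (-6.51) and *Uty* (-5.75) lay far below that, as the sex of the lines gives, with 4 of 5 Y-linked genes lower (adjusted p = 2.28e-19 from camera, and adjusted p = 0.256 with an estimated correlation). Markers of embryonic fibroblasts (10 of 26 lower, mean -2.09), neuroectoderm (6 of 15), trophoblast (5 of 12) and primed pluripotency (5 of 10) were lower in PGK12.1. Of 22 lists, 11 shifted against the other genes by camera and 0 with an estimated correlation, and those that lay above the other genes were the pluripotency genes of the paper, naive pluripotency, *Hox*, germ cell, 2-cell-stage and X-linked genes. Without PGK12.1 control 4, 7 lists were called, and those of embryonic fibroblasts, neuroectoderm, trophoblast, primed pluripotency and *Hox* genes were not among them. The genes higher in PGK12.1 included *Eif4a3l1* (2.87), the 2-cell-stage gene *Tmem92* (2.56) and *Pramel7* (2.36). *Kdm6a* had a log2 difference of -1.08 and *Kdm6b* of -1.69, and neither passed. After division by the array mean the difference of *Kdm6a* was -0.01, so its -1.08 rests on the scales of the arrays.

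*Rhox9* and *Rhox6* were lower in PGK12.1 than in WD44 over all controls (log2 differences -1.57 and -0.98, neither past the threshold) and higher with PGK12.1 control 4 alone (0.86 and 0.74). Without control 4, as set in advance, both passed as lower (-2.38 and -1.55) with limma, as did *Kdm6a* (-1.63), and they did so with array weights, but the PGK12.1 controls left then have lower medians than those of WD44, so their order between the lines depends on the arrays. For *Rhox6* it depends on the scaling as well: with all controls it was 0.09 after division by the array mean and 0.35 with quantile normalization, where *Rhox9* stayed lower (-0.50 and -0.29). From PGK12.1 controls 1 to 3 to control 4, relative to the array mean, *Rhox9* shifted by 1.72 and *Rhox6* by 0.76. Among the 500 genes closest in level, the shift of *Rhox6* lies at percentile 66.8 (their median 0.41), within the range of genes of this level, so the scale of the arrays is not excluded for it. Control 4 also differs from controls 1 and 2 in the rounds of RNAi. The shift of *Rhox9* lies at percentile 95.4, and the scale of the arrays and a difference between the cultures cannot be told apart for it, since that lies between the bounds set for either. No biological explanation was tested.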
